# Identification of a pro-angiogenic functional role for FSP1-positive fibroblast subtype in wound healing

**DOI:** 10.1038/s41467-019-10965-9

**Published:** 2019-07-09

**Authors:** Sarika Saraswati, Stephanie M. W. Marrow, Lester A. Watch, Pampee P. Young

**Keywords:** Angiogenesis, Myocardial infarction

## Abstract

Fibrosis accompanying wound healing can drive the failure of many different organs. Activated fibroblasts are the principal determinants of post-injury pathological fibrosis along with physiological repair, making them a difficult therapeutic target. Although activated fibroblasts are phenotypically heterogeneous, they are not recognized as distinct functional entities. Using mice that express GFP under the FSP1 or αSMA promoter, we characterized two non-overlapping fibroblast subtypes from mouse hearts after myocardial infarction. Here, we report the identification of FSP1-GFP^+^ cells as a non-pericyte, non-hematopoietic fibroblast subpopulation with a predominant pro-angiogenic role, characterized by in vitro phenotypic/cellular/ultrastructural studies and in vivo granulation tissue formation assays combined with transcriptomics and proteomics. This work identifies a fibroblast subtype that is functionally distinct from the pro-fibrotic αSMA-expressing myofibroblast subtype. Our study has the potential to shift our focus towards viewing fibroblasts as molecularly and functionally heterogeneous and provides a paradigm to approach treatment for organ fibrosis.

## Abstract (web summary)

Activated fibroblasts are key contributors to tissue repair after cardiac injury. Here, Saraswati et al. identify and characterize a subpopulation of FSP1-positive cardiac fibroblasts with proangiogenic properties in infarcted hearts.

## Introduction

Fibrosis is the typical response to injury that leads to distorted tissue architecture, pathologic signaling and ultimately organ dysfunction^1^. In response to tissue injury, a population of fibroblasts activates, proliferates, and plays a vital part in the entire repair process: from the generation of granulation tissue, revascularization and restoration of cardiac architecture, and function to tissue remodeling and eventually scar formation^2^. Reduced fibroblast function may lead to ventricular dilatation and catastrophic rupture due to failure to repair the infarcted region^2,3^. Alternatively, continued and unchecked fibroblast activity results in fibrosis, adverse cardiac remodeling, and ultimately heart failure^4^.

It is increasingly recognized that fibroblasts are a phenotypically and functionally diverse population of cells that must be studied in a temporal and tissue/injury-specific context^5–7^. In an uninjured heart, for example, fibroblasts are quiescent and express surface markers such as vimentin, Tcf21, and PDGFRα^8^. Following injury, resident fibroblast populations expand and express proteins unique to their activated state^2,9^. Two markers expressed in the post-injury (activated) fibroblasts are fibroblast specific protein 1 (FSP1; S100A4) and α smooth muscle actin (αSMA); however, neither marker is exclusively specific to fibroblasts^10–13^. These markers are absent in the quiescent fibroblasts of heart, kidney, and lung^11,12,14^. αSMA protein, expressed in myofibroblasts, has long been studied as a hallmark of pathological fibrosis. Less is known about the significance of FSP1, a member of the S100 family of intracellular calcium-binding proteins. Several studies have confirmed FSP1 as a marker of injury-induced fibroblasts^12,13,15^. Interestingly, FSP1^+^ and αSMA^+^ fibroblasts have been reported to be non-overlapping fibroblast populations in the injured heart, skin, liver, and kidney^5,6,11–13,16^, but their population dynamics as well as their functional and molecular differences in the context of tissue repair are lacking.

We hypothesize that functional and molecular characterization of the major post-injury fibroblast subtypes is necessary to target the pathological scarring/fibrotic effects of fibroblasts without impeding their pro-reparative functions. In this study, we used transgenic mice in which FSP1 and αSMA-expressing cell populations were genetically tagged with GFP. We isolated these fibroblast subpopulations from the injured murine heart, taking specific care to exclude non-fibroblast populations, which are also known to express the FSP1 protein. Detailed molecular and functional studies are done to identify the unique roles of FSP1 and αSMA-expressing fibroblasts in injury repair.

## Results

### FSP1 and αSMA are present in distinct cells post injury

We evaluated the expression pattern of FSP1 and αSMA proteins in uninjured organs and at various time points following tissue injury. For cardiac injury (Fig. 1a), myocardial infarctions (MIs) were induced by ligation of the left anterior descending coronary artery (LAD) in mice^17^. Human cardiac tissue was collected postmortem from cadavers at least 2 weeks post infarct (Fig. 1d). For skin injury, excisional (1 cm) full-thickness wounds (Fig. 1b) were generated on the dorsum^18^. Kidney injury (Fig. 1c) was induced by unilateral ureteral obstruction by ligating the ureter just distal to the renal pelvis^19^. FSP1 and αSMA protein expression and localization with respect to injury were evaluated by co-immunofluorescence (IF) using confocal microscopy. Consistent with published studies, uninjured heart, skin, and kidney tissues were negative for anti-FSP1 staining^11–13^. Anti-αSMA staining in uninjured and at early time points after injury was restricted to vascular structures (such as pericytes and vascular smooth muscle cells). FSP1^+^ stromal cells were detectable within 48 h of injury in heart, at day 4 in skin, and at day 7 in the injured kidney parenchyma, whereas significant αSMA expression (excluding perivascular cells) appeared between 7 and 8 days after injury in all three models. In the cardiac infarct model the abundance of cells expressing both markers declined significantly (or were completely absent) by day 30 after the generation of stable scar. No co-localization or overlap between these two cell populations was identified in the heart, kidney, or skin at any post-injury time point evaluated. FSP1 has been noted by multiple groups to also mark hematopoietic (myeloid) cells^10,16^ and endothelial cells^8^. We confirmed that a population of both hematopoietic and endothelial cells expressing FSP1 were present in injured mouse left ventricles (LV) at post-MI d8 (Supplementary Fig. 1A). However, around 15% of the GFP^+^/FSP1^+^ cell population did not stain with CD45 or CD31 as identified through flow cytometry analysis and confocal microscopy, indicating the presence of a non-hematopoietic and non-endothelial FSP1-expressing cell subset (Supplementary Fig. 1, A, B).

**Fig. 1:**
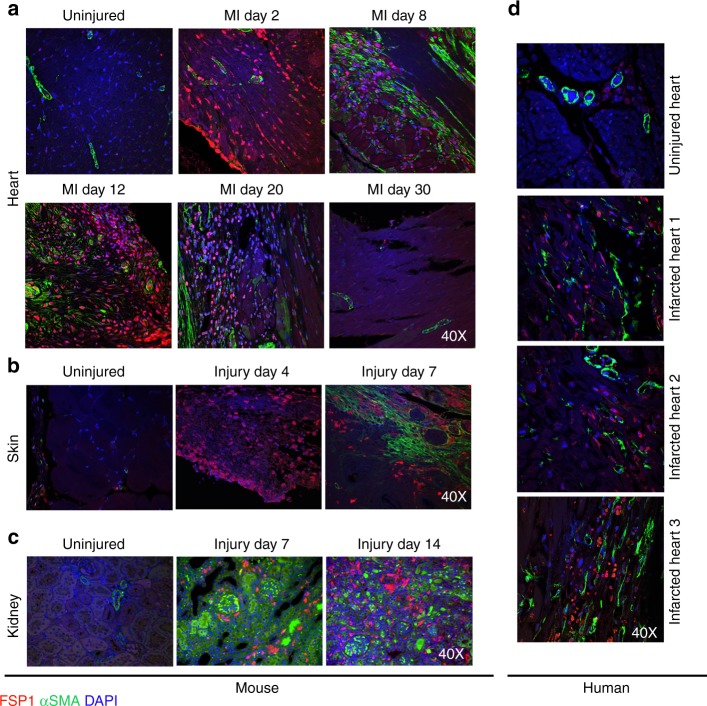
FSP1 and αSMA mark distinct populations after multiple types of tissue injury. **a** Confocal analysis of FSP1^+^ and αSMA^+^ cell populations from heart 2, 8, 12, 20, and 30 days post myocardial infarction (MI; ×40). Uninjured heart was used as control (*n* = 3). **b** Confocal analysis of representative 1 µM histologic sections from murine skin stained for FSP1^+^ and αSMA^+^ fibroblast populations 4 and 7 days after excisional full-thickness cutaneous wound. Uninjured skin was used as control (×40) (*n* = 3). **c** Confocal analysis of representative histologic sections of murine kidney stained for FSP1^+^ and αSMA^+^ fibroblast populations 7 and 14 days after unilateral ureteral ligation. Contralateral uninjured kidney was used as control (×40) (*n* = 3). **d** FSP1 and αSMA staining on histological sections of uninjured (*n* = 1) and post myocardial infarction human hearts (*n* = 3)

To further study the degree to which FSP1^+^ cells originated from the bone marrow, FSP1-GFP chimeric mice were generated that had undergone ablative bone marrow transplantation (BMT) from syngeneic C57BL/6 mice. The FSP1-GFP reporter mice (gift from Dr. Eric Neilson) express GFP under the FSP1 promoter. However, the FSP1-GFP chimeric animals, following engraftment with C57BL/6 marrow, would cease to express GFP from any bone marrow-derived cells. These chimeric animals enabled us to evaluate the degree to which the number of GFP^+^ cells present in the injured site were the result of inflammatory cells migrating into the injury site from circulation. As expected, there was a significant reduction in GFP^+^ hematopoietic cells in the injured myocardium as identified by CD45 expression alone (from 42.9 to 2.4%) or by CD45/CD31 co-staining (from 34.8 to 7.75%) in BMT GFP-FSP1 mice in comparison to non-BMT GFP-FSP1 mice (Supplementary Fig. 2). These results indicated that a substantial number of GFP-expressing FSP1^+^ cells in the injured heart were indeed hematopoietic cells originated from bone marrow. After exclusion of the BM-derived FSP1^+^ population, we observed a relative increase in non-hematopoietic GFP^+^/FSP1^+^ cells, lacking hematopoietic markers from 14.7 to 65.8% in BMT GFP-FSP1 chimeric mice, demonstrating that a majority of the FSP1^+^ fibroblasts originated at the site of injury (Supplementary Fig. 2). These data confirmed that the injured heart contained substantial numbers of both FSP1^+^ fibroblasts and non-fibroblasts (hematopoietic and endothelial cells) post injury. In addition, most of the non-hematopoietic cells originate at the site of injury and are not recruited from the bone marrow.

### FSP1^+^ and αSMA^+^ fibroblast isolation from the injured heart

Our data above support published reports that FSP1^+^ and αSMA^+^ cells are indeed unique post-injury fibroblast populations^5,6,11–13,16^. Little is known about the physiologic characteristics and cellular roles of these two subsets. To identify the cellular, molecular, genomic, and functional features of these fibroblast subtypes, we isolated FSP1 and αSMA-expressing cells from two distinct reporter mice that express GFP under FSP1 (FSP1-GFP) or αSMA (αSMA-GFP) promoters (gifts from Drs. Eric Neilson and Ivo Kalajzic, respectively) from left ventricle of mice post infarct^20,21^. Since we observed peak endogenous expression of FSP1 and αSMA protein between day 8 and 15 after experimental MI (Fig. 1a), we selected that time frame post MI (i.e., d10 post MI) to isolate each respective post-injury GFP^+^ fibroblast cell type by fluorescence assisted cell sorting (FACS) (Fig. 2a). To better understand the reporter fidelity of the αSMA mouse model, we evaluated the percentage of GFP^+^ cells which co-expressed αSMA and found that to be very high at both 4 and 10 days after MI (88% ± 0.7 standard deviation (SD) and 99.9% ± 0.05 SD, respectively, *n* = 3 for uninjured, d4 and d10 post MI, Supplementary Fig. 3). Interestingly, the percentage of αSMA + cells which were GFP + was less at day 4 (19.5% ± 0.6 SD) and rose to 94% ± 7 SD at day 10 (Supplementary Fig. 3), suggesting that GFP expression lagged somewhat behind αSMA expression. Importantly, during the time frame of d10 post MI used for αSMA cell isolation, there was high concordance of αSMA cells which expressed GFP and vice versa. As expected, negligible number of cells were positive for GFP and αSMA co-staining in uninjured heart (Supplementary Fig. 3). The expression pattern of FSP1 and GFP protein in GFP-FSP1 mice has been well characterized elsewhere^10,20^.

**Fig. 2:**
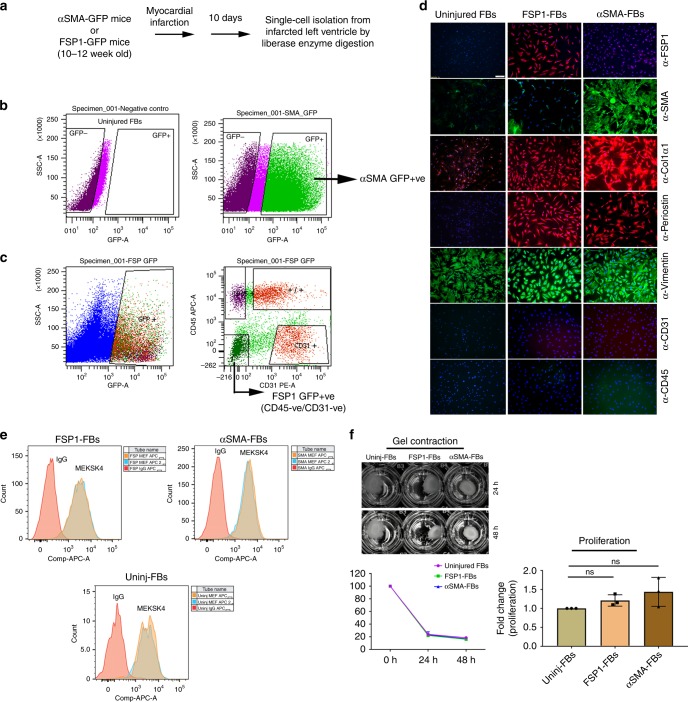
FSP1^+^ and αSMA^+^ cells exhibit the molecular phenotype and functionality of fibroblasts. **a** Schematic of activated fibroblast isolation 10 days post myocardial infarction (MI) from murine hearts. **b**, **c** Representative dot plot for fluorescence assisted cell sorting (FACS) of FSP1-expressing (GFP^+^/CD31^−^/CD45^−^) and αSMA-expressing (GFP+) fibroblasts from FSP1-GFP and αSMA-GFP mice left ventricle 10 days after MI. Uninjured fibroblasts were used as unstained negative control. CD45 and CD31 antibodies were used to gate out hematopoietic and endothelial cells, respectively. **d** Immunofluorescence staining of GFP^+^ populations (P0) from left ventricle of uninjured, FSP1-GFP, or αSMA-GFP sorted by FACS showed FSP1^+^ and αSMA^+^ as unique fibroblast populations, which express fibroblasts markers, such as COL1α1, periostin, and vimentin, but not hematopoietic marker CD45 or the endothelial marker CD31. Nuclei were stained with DAPI (*n* = 3). Scale bar = 100 µM; ×10 magnification. **e** Representative FACS overlay histogram of uninjured, FSP1^+^, and αSMA^+^ fibroblasts (P3–P5) to evaluate expression of MEF-SK4. Rat IgG was used as negative control (*n* = 2). **f** Representative picture of collagen gel contraction in the presence of uninjured, FSP1^+^, and αSMA^+^ fibroblasts (P3–P5) (left panel, top). Percentage change in the initial gel area following 24 and 48 h of contraction in the presence of uninjured, FSP1^+^, and αSMA^+^ fibroblasts (left panel, bottom) (*n* = 2). Fold change in proliferative ability of FSP1^+^ and αSMA^+^ fibroblasts (P3–P5) compared with uninjured fibroblasts measured by Brdu proliferation assay (right panel). ^ns^*p* > 0.05 was calculated by one-way ANOVA, *n* = 3 experiments were performed; ns = not significant. Cell isolation and FACS were performed at least three independent times for staining and proliferation assay and two independent times for contraction assay and MEF-SK4 flow analysis. For each sorting, cells were isolated from pooled homogenates from three to four injured murine hearts

Since the uninjured hearts had no detectable GFP^+^ cells in both murine models, these cells isolated from uninjured mice were used to establish the background signal in the GFP channel post compensation for all experiments (Fig. 2b). A gate was drawn to capture all cells producing a larger voltage pulse area than the established background in the GFP channel. Both FSP1^+^ and αSMA^+^ cells were sorted based on GFP expression. To eliminate contaminating FSP1^+^ hematopoietic and endothelial cells, CD45 (GFP^+^; 12–16%) and CD31 (GFP^+^; 8–15%) cells were excluded during our sorting for FSP1^+^ fibroblasts (GFP^+^/CD45^−^/CD31^−^; 10–20%)^8^ (Fig. 2c, Supplementary Figs. 5 and 6B, and Supplementary Table 4). A negligible amount of endothelial (GFP + /CD31 + cells; 3.8% ± 0.0164 SD; *n* = 5) and hematopoietic (GFP + /CD45 + cells; 3.18% ± 0.0112 SD; *n* = 5) cells co-express GFP in injured αSMA-GFP mouse hearts and were not excluded during GFP sorting (GFP^+^, 15–20%) from αSMA-GFP mouse hearts (Fig. 2b, Supplementary Figs. 4 and 6A, and Supplementary Table 3). Further immunostaining of the sorted populations of both FSP1 and αSMA ensured that CD45 and CD31 cells were absent from both fibroblast isolations (Fig. 2d). Although, we took substantial measure to ensure cellular purity of FSP1 and αSMA cell population, we cannot rule out the caveats of using transgenic mouse models to isolate cell types based on transgene expression. The isolation may contain rare, contaminating cells that do not represent fibroblasts. Following sorting, our first step was to confirm the identity of GFP-expressing FSP1^+^ and αSMA^+^ cells as fibroblasts. FACS sorted cells were plated on coverslips and confirmed by IF to express FSP1 antigen and to lack expression of αSMA as well as hematopoietic and endothelial markers, CD45 and CD31 (Fig. 2d). GFP^+^/CD45^+^ or GFP^+^/CD31^+^ cell populations were used as positive controls (Supplementary Fig. 7). To support our observations from histologic immunolocalization in injured tissues, FACS sorted GFP^+^ cells (Fig. 2b, c) from the injured heart of αSMA-GFP and FSP1-GFP reporter mice were negative for FSP1 antigen or αSMA antigen, respectively, but exhibited robust expression of their respective proteins, αSMA, or FSP1 (Fig. 2d). Both FSP1^+^ and αSMA^+^ cells expressed Collagen type 1 alpha-1 chain (COL1α1), periostin, and vimentin by IF analysis. On the other hand, uninjured fibroblasts expressed vimentin but lacked expression of activated fibroblast markers: FSP1, αSMA, periostin, and COL1α1. Ultrastructural evaluation of fibroblast subtypes showed abundance of rough endoplasmic reticulum, golgi apparatus, and mitochondria with elongated nucleus in αSMA^+^, FSP1^+^, as well as uninjured fibroblast subtypes as described earlier for fibroblasts and myofibroblasts (Supplementary Fig. 8A)^22^. Primary mouse microvascular endothelial cells, used as a control, appeared quite distinct from the fibroblast subtypes with dense cytoplasm and fewer numbers of intracellular organelles. Moreover, around 95–97% of all three fibroblast subtypes stained positive for fibroblast marker MEF-SK4 by flow cytometry (Fig. 2e)^23^ and expressed transcripts of fibroblast specific markers *Pdgfrα*, *Col3*, *Col1α1*, and *Fn1* as assessed by semiquantitative real-time PCR (Supplementary Fig. 8B). Also, none of the three fibroblast subtypes expressed the pericyte marker, AN2 (a mouse homolog of the rat NG2), determined by semiquantitative real-time PCR and flow analysis (Fig. 3a, b, Supplementary Figs. 4 and 5, Supplementary Tables 3 and 4). In fact, confocal analysis of injured human heart failed to indicate any co-localization between FSP1 and AN2/NG2 (Fig. 3c). Interstitial as well as perivascular location of AN2-positive cells was evident in the injured heart, whereas FSP1^+^ fibroblasts were primarily localized in the interstitial space. These results determined that isolated fibroblast subtypes, specifically the less characterized FSP1^+^ subtype, are distinct from injury-activated pericytes. Importantly, FSP1^+^ (GFP^+^/CD45^–^/CD31^−^) fibroblasts exhibited similar levels of collagen gel contractility and proliferative activity (Fig. 2f) as shown by both uninjured fibroblasts and αSMA^+^ fibroblasts. These results demonstrated successful isolation of activated FSP1^+^ (GFP^+^/CD45^−^/CD31^−^) and αSMA^+^ fibroblasts from injured hearts using two distinct reporter mice. Their identity as fibroblasts was confirmed by molecular, ultrastructural, phenotypic, and functional characterization.

**Fig. 3:**
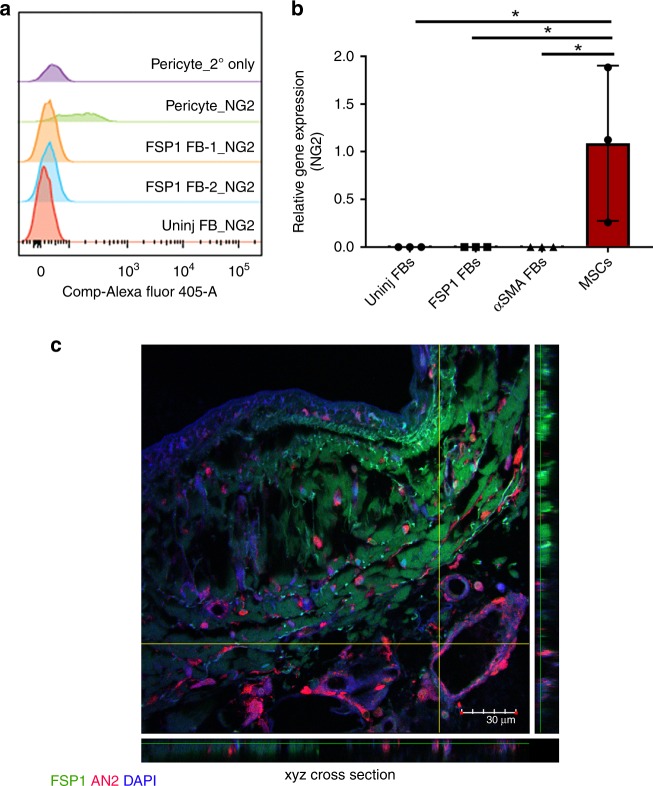
FSP1^+^ fibroblasts do not express pericyte marker, AN2/NG2. **a** Staggered FACS histogram representing AN2/NG2 expression in FSP1^+^ and uninjured fibroblasts (P3–P5). Human retinal pericytes were used as positive control and secondary only antibody was used as a negative control. **b** Relative expression of *An2/Ng2* in cultured uninjured, FSP1^+^, and αSMA^+^ fibroblasts (P3–P5). *p* < 0.05 was calculated by one-way ANOVA, *n* = 3 experiments were performed independently; bar represents mean ± SD. Mesenchymal stem cells (MSCs) were used as a positive control. **c** Confocal analysis of FSP1 (green), AN2/NG2 (red), and DAPI (blue) staining on post myocardial infarcted human heart; *n* = 2

### FSP1^+^ fibroblasts do not differentiate into αSMA fibroblasts

Our data demonstrated no cellular co-localization between FSP1 and αSMA-expressing cells in three different tissue injury models. Since many studies have demonstrated undifferentiated fibroblasts to differentiate into αSMA-expressing myofibroblasts in defined medium, we assessed if FSP1-expressing fibroblasts could be similarly induced^24,25^. We cultured FSP1-expressing as well as uninjured fibroblasts in the presence of TGFβ in conditions previously published as permissive for myofibroblast differentiation^24^. As expected, primary fibroblasts from uninjured hearts differentiated into αSMA-expressing myofibroblasts identified by immunofluorescence (Fig. 4a) and semiquantitative real-time PCR analysis (Fig. 4b) whereas FSP1-expressing fibroblasts failed to differentiate into myofibroblasts in vitro. αSMA-expressing fibroblasts were used as a positive control. These results further confirmed that FSP1 and αSMA-expressing fibroblasts were two distinct activated fibroblast subtypes, which did not change phenotype.

**Fig. 4:**
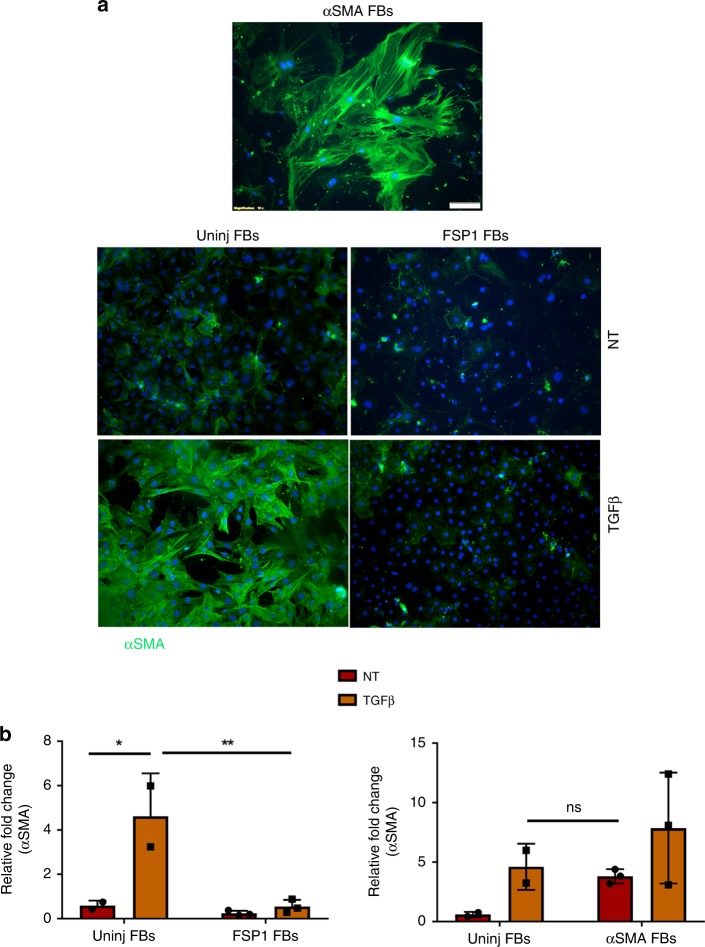
FSP1^+^ fibroblasts do not differentiate into αSMA-expressing fibroblasts. **a**. Immunofluorescence staining for αSMA protein in fibroblasts (P0) isolated from uninjured and FSP1-GFP mice hearts 10 days post injury and cultured for 72 h in the presence or absence of TGFβ. Nuclei were stained with DAPI (*n* = 3). αSMA^+^ fibroblasts isolated from αSMA-GFP mice post injury were used a positive control (P0). Scale bar = 100 µM; ×10 magnification **b** Relative fold change of αSMA expression in both uninjured fibroblast and FSP1^+^ fibroblasts (P3–P5) cultured with or without TGFβ, *p < 0.05; **p < 0.005; ^ns^*p* > 0.05 was calculated by two-way ANOVA, *n* = 2 experiments for uninjured fibroblasts and *n* = 3 experiments with FSP1^+^ and αSMA^+^ fibroblasts were performed; bar represents mean ± SD; ns = not significant

### FSP1^+^ and αSMA^+^ fibroblasts are transcriptionally distinct

To identify the transcriptomic signature variability between these cell types, we employed a semiquantitative real-time PCR-based fibrosis array (Fig. 5a). Following the analysis of 84-gene panel PCR array, we identified distinct molecular signatures between αSMA^+^, FSP1^+^, and uninjured fibroblasts. Genes involved in matrix synthesis were upregulated in both FSP1^+^ and αSMA^+^ fibroblasts; although the level of these genes was much higher in αSMA^+^ vs. FSP1^+^ fibroblasts (Fig. 5b). Interestingly, Gremlin1 (*Grem1*) which is known to modulate angiogenesis was significantly elevated (4.75 fold) in FSP1^+^ in comparison with αSMA^+^ fibroblasts (Fig. 5c). The transcript levels of matrix metalloproteases 2 and 13 (*Mmp2* and *Mmp13*) and pro-angiogenic factor *Vegf* were also modestly elevated in FSP1^+^ fibroblasts vs. αSMA^+^ fibroblasts. In addition, an array of transcripts including pro-fibrotic cytokines were significantly downregulated in FSP1^+^ vs. αSMA^+^ fibroblasts. The list includes interleukin 1 beta (*IL1β*; −18.14 fold), C-C chemokine receptor type 2 (*Ccr2*; −14.89 fold), C-X-C chemokine receptor type 4 (*Cxcr4*; −12.74 fold), Chemokine (C-C motif) ligand 3 (*Ccl3*; −7.81 fold), chemokine (C-C motif) ligand 12 (*Ccl12*; −6.8 fold), and tumor necrosis factor (*Tnf*; −3.26 fold) (Fig. 5d). The fibrosis array results were confirmed by RNA-seq and distinct molecular signatures of all three fibroblast subtypes were identified (Fig. 5e). 

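RNA sequencing was performed on 3 libraries, 1 for each group of mouse heart fibroblasts. Uninjured fibroblasts came from wild type C57BL/6 hearts. FSP1+ and αSMA+ fibroblasts were GFP+ cells sorted 10 days post MI from FSP1-GFP and αSMA-GFP mice, in which GFP marks cells that use the promoter of FSP1 (gene S100a4) or of αSMA (gene Acta2). The sample labels give an age of 12 weeks for all mice, which the methods state as a minimum. In the sample records of the libraries labelled uninjured and αSMA+, the number in the title differs from that in the description, while in the record of the library labelled FSP1+ these end alike, so the labels could not be checked from the records. FSP1-GFP cells positive for CD45 or CD31 were gated out to remove hematopoietic and endothelial cells, whereas αSMA-GFP cells were sorted on GFP alone. Uninjured cells were left to attach to culture plates for 4 h before RNA was taken, so this group differed from the others in handling as well as in injury. With no replicates, no difference between groups has a replicate check and no test was run, so all values describe these libraries and not the conditions. The authors aligned the reads to GRCm38 with the Tuxedo Suite and deposited 3 Cuffdiff tables, each comparing a pair of libraries, with FPKM (fragments mapped per transcript length and sequencing depth), p-values and q-values. The methods state paired end sequencing at 75X, whereas the sample labels state single reads of 50 bp. The methods name an Ensembl annotation and Baggerly's test, whereas the tables list UCSC transcript identifiers and Cuffdiff's own p-values. Of the 31930 entries of each table, 18396 were given a symbol from their position on GRCm38, and 15769 of these are protein coding. Genes whose locus is shared by several entries have no symbol here and are given by entry. The FPKM of each library differed between its tables by a constant factor, 1.15 for the library labelled FSP1+, 1.19 for the library labelled αSMA+ and 0.867 for the library labelled uninjured, so each comparison was read from its own table. An offset of 0.001 was removed from every value, and log2 ratios were taken with 1 FPKM added, which understates the ratio of low genes. Entries with an FPKM of at least 1 in either library were kept, and those at least 2-fold apart on this scale were counted. The number of reads is not in the tables. The lowest values rise in steps of a single read, and a step was 1.38 times as large in the library labelled αSMA+ and 1.58 times as large in the library labelled uninjured as in the library labelled FSP1+, so low values are most precise in the library labelled FSP1+. In the authors' deposited tables, none of the 16845 and 17279 entries tested in the comparisons with FSP1+ fibroblasts was called significant (smallest q-values 0.421 and 0.216), and 18 of 16628 were between αSMA+ and uninjured fibroblasts (smallest q-value 0.0462).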

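Of 16374 entries measured, 3135 (19.1%) were at least 2-fold higher in the library labelled FSP1+ than in the library labelled αSMA+, and 2376 (14.5%) were at least 2-fold lower. Which side holds more depends on scaling, since with the ratio taken through the library labelled uninjured 2464 were higher and 3515 lower. The highest ratios were those of Slc7a6, Prmt2, Hp, Cthrc1, Saa3, Arl2, Ccl12, Spp1, Lrg1 and Lcn2. Cthrc1, a matrix protein of activated fibroblasts, had an FPKM of 90.0 against 2.91 (log2 ratio 4.54). The lowest ratios included those of Lif, Cxcl3, Ptgs2, Loxl2, Ugdh, Gfpt2, Cxcl5, Hmox1 and Tnfaip6. Hmox1, which encodes the stress-induced heme oxygenase 1, had an FPKM of 153 against 4324 (log2 ratio −4.81). The entries of Prmt2 and Loxl2 hold a small RNA gene on the same strand, which can set their FPKM. Both reporter genes were highest in the library labelled FSP1+. S100a4, on chromosome 3 of GRCm38 from 90603770 to 90606045, had an FPKM of 30.8 against 12.0 in the library labelled αSMA+ (log2 ratio 1.29), and its log2 ratio over the library labelled uninjured was 1.54. Acta2, on chromosome 19 from 34240336 to 34255373, had an FPKM of 279.8 against 65.0 in the library labelled αSMA+ (log2 ratio 2.09), whose cells were sorted on the Acta2 promoter. Its log2 ratio over the library labelled uninjured was 1.54 for the library labelled FSP1+ and −0.30 for the library labelled αSMA+. Because Acta2 goes against a label, libraries are named here by their labels and every direction holds for the labels only. Immunofluorescence in the paper (Fig. 2d) runs the other way, with αSMA protein in αSMA-GFP cells and not in FSP1-GFP cells. The stained cells had been cultured after sorting, whereas RNA was taken from freshly sorted cells. Without culture, the paper also found no overlap of FSP1 and αSMA in heart tissue (Fig. 1). Nearly all GFP+ cells of αSMA-GFP hearts co-expressed αSMA 10 days post MI (Supplementary Fig. 3). The GFP transcript is not among the symbols of the tables. Of 5 genes that the fibrosis array gave as higher in FSP1+ than in αSMA+ fibroblasts, 4 were measured, and all 4 were at least 2-fold lower in the library labelled FSP1+ (median log2 ratio −2.23). Vegfa, an angiogenic growth factor, had an FPKM of 30.3 against 318, and Mmp2 of 236 against 528. Of 6 genes that the array gave as lower in FSP1+ fibroblasts, 5 have a symbol, and 3 of them were at least 2-fold higher in the library labelled FSP1+. Ccl12 had an FPKM of 152 against 7.53, Ccr2 of 10.3 against 2.26 and Cxcr4 of 4.30 against 1.37. Tnf (log2 ratio 0.55) and Ccl3 (log2 ratio −0.59) were less than 2-fold apart, and the abundant entry of the Il1b locus had an FPKM of 47.2 against 26.0, while its other entry was below 1 in all libraries. Of 13 genes that the array gave as raised over uninjured fibroblasts in both groups, 9 were measured. In the library labelled FSP1+, 2 of these were at least 2-fold higher and 5 lower than in the library labelled uninjured (median log2 ratio −1.24). In the library labelled αSMA+, 1 was higher and 3 were lower (median −0.22). Of 43 genes drawn in the heat map of Fig. 5e, 28 were measured, fewer than 80% of the list. Against the library labelled uninjured, 23 of the 28 were at least 2-fold higher in the library labelled αSMA+ (median log2 ratio 4.01) and 17 in the library labelled FSP1+ (median 2.09), and since these genes were picked on these libraries, the counts are not independent evidence.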

KEGG pathway grouping on the DAVID bioinformatics Resource 6.7 platform identified that the fibrillary collagen genes (*Col1a1, Col1a2, Col3a1*) and the constituents of the TGFβ signaling pathway were highly upregulated in αSMA^+^ fibroblasts as compared with FSP1^+^ fibroblasts, suggesting a distinct role of the αSMA^+^ population in injury-initiated fibrosis. By contrast, genes known to have a positive impact on angiogenesis (such as *Grem1*, *Il6, Il6r*, *Il10*, and *Il10r*), MMPs, and genes involved in adhesion and migration (*cadherin 5* and *13*, *integrin α2*, *α6*, and *β2*) were much more highly expressed in FSP1^+^ vs. αSMA^+^ fibroblasts (Fig. 5f). 

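The fibrillar collagen genes named by the paper were about 3-fold higher in the library labelled FSP1+ than in the library labelled αSMA+, and highest in the library labelled uninjured. Col1a1, which encodes the α1 chain of type I collagen, lies on chromosome 11 of GRCm38 from 94936270 to 94951856. Its FPKM was 899.5 in the library labelled FSP1+ and 266 in the library labelled αSMA+ (log2 ratio 1.75). Col1a2 had an FPKM of 560.1 against 189 (log2 ratio 1.56), and Col3a1 of 1023 against 328 (log2 ratio 1.64). In the table that pairs them, the FPKM of Col1a1 was 1034 in the library labelled FSP1+ and 2357 in the library labelled uninjured (log2 ratio −1.19). In the table of the other pair it was 316 in the library labelled αSMA+ and 2037 in the library labelled uninjured (log2 ratio −2.68). Of 8 fibrillar collagen genes measured of 11 listed before the data were examined, 4 were at least 2-fold higher in the library labelled FSP1+ than in the library labelled αSMA+ and 4 were neither. Fewer than 80% of this list and of the TGFβ list have a symbol here. The median log2 ratio of the fibrillar collagens was 0.98, at percentile 99.0 among 10000 random gene lists of the same size matched on mean FPKM. Over the library labelled uninjured, the median was −1.02 (percentile 0.36) for the library labelled FSP1+ and −1.85, below every random list, for the library labelled αSMA+. Members of the TGFβ signaling pathway went the other way. Of 33 measured of 46 listed, 13 were at least 2-fold lower in the library labelled FSP1+ than in the library labelled αSMA+ and 3 were higher (median log2 ratio −0.62, percentile 0.11). Tgfb2, a TGFβ ligand, had an FPKM of 4.45 against 18.5 (log2 ratio −1.84), and the receptor gene Tgfbr1 of 9.97 against 25.3 (log2 ratio −1.26). Thbs1, whose product activates latent TGFβ, had an FPKM of 128 against 1515, and Smad3 of 4.74 against 20.7. Dcn, which encodes the proteoglycan decorin, had an FPKM of 851 against 3145, and Thbs2 of 25.6 against 148. The locus of Ctgf is shared by 2 entries, of which the abundant entry had an FPKM of 366 against 2386. The abundant entry of the Tgfb3 locus had 49.2 against 26.1. Against the library labelled uninjured, 16 of the 33 pathway genes were at least 2-fold higher in the library labelled αSMA+ and 1 was lower (median log2 ratio 0.89). In the library labelled FSP1+, 5 were higher and 3 lower (median 0.22, or −0.05 with the libraries rescaled to TPM). Collagen genes as a whole, 28 measured of 37, had a median log2 ratio of 0.16 between the libraries labelled FSP1+ and αSMA+, with 7 higher and 3 lower, and the sign turned with the ratio taken through the library labelled uninjured. With the library labelled uninjured in place of αSMA+, a comparison added after the values were seen, the median of the fibrillar collagens turned from 0.98 to −1.02 and that of the TGFβ pathway from −0.62 to 0.22.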

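Il6, which encodes interleukin 6, was 14.5-fold lower (with 1 FPKM added) in the library labelled FSP1+ than in the library labelled αSMA+, and the metalloprotease gene Mmp13 was 7.58-fold lower. Cadherin 5, cadherin 13 and integrin α6 genes were at least 2-fold higher in the library labelled FSP1+. Il6 lies on chromosome 5 of GRCm38 from 30013161 to 30019981, and its FPKM was 93.9 against 1376 (log2 ratio −3.86). Against the library labelled uninjured its log2 ratio was 3.83 in the library labelled FSP1+ and 7.92 in the library labelled αSMA+. Il6ra had an FPKM of 4.81 against 6.41 (log2 ratio −0.35), and Il10, which encodes an anti-inflammatory cytokine, of 3.42 against 3.82 (log2 ratio −0.12). The locus of Il10ra is shared by 2 entries, and the entry with reads had an FPKM of 7.79 against 5.97 (log2 ratio 0.33). Of the 5 interleukin and receptor genes measured, 2 were at least 2-fold lower in the library labelled FSP1+ and none was higher (median log2 ratio −0.35, percentile 18.1). Grem1, which encodes the BMP antagonist gremlin 1, lies on chromosome 2 from 113748675 to 113758648 and had an FPKM of 0.162 against 0.0696, below the minimum of 1, and it was listed at 0 in the library labelled uninjured. Mmp13 had an FPKM of 2.08 against 22.4 (log2 ratio −2.92), and Mmp9 of 5.77 against 2.96 (log2 ratio 0.77). Of 13 metalloprotease genes measured of 19, 4 were at least 2-fold higher and 5 lower (median log2 ratio 0.09, percentile 53.0). Mmp14, among the most abundant, had an FPKM of 116 against 113. The abundant entry of the Timp2 locus had an FPKM of 143 against 365. Cdh5, a cadherin of endothelial junctions, had an FPKM of 64.1 against 11.2 (log2 ratio 2.41), and Cdh13 of 108 against 22.0 (log2 ratio 2.25). Of 16 integrin genes measured of 17, 4 were at least 2-fold higher and 1 lower (median log2 ratio 0.13, percentile 51.8). The signs of the metalloprotease and integrin medians turned with the ratio taken through the library labelled uninjured. Itga6 had an FPKM of 74.9 against 18.6 (log2 ratio 1.95), Itgb2, an integrin chain of leukocytes, of 49.9 against 39.0 (log2 ratio 0.35) and Itga2 of 0.714 against 2.19 (log2 ratio −0.90). Markers of endothelial cells, of which Cdh5 is a member, were higher with it, 19 of 21 by at least 2-fold (median log2 ratio 1.94, above every random list). Pecam1, which encodes CD31, had an FPKM of 157 against 41.8. Markers of macrophages and monocytes, 14 of 21 at least 2-fold higher (median log2 ratio 1.39, above every random list), included C1qa with an FPKM of 291 against 72.0 and Lyz2 of 1063 against 469, while Ptprc, which encodes CD45, had 12.1 against 9.00. In the authors' deposited table, the unadjusted p-value was 5.3e-03 for Il6 and 0.0117 for Cdh5, with a q-value of 0.782 for both.

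**Figure D1:**
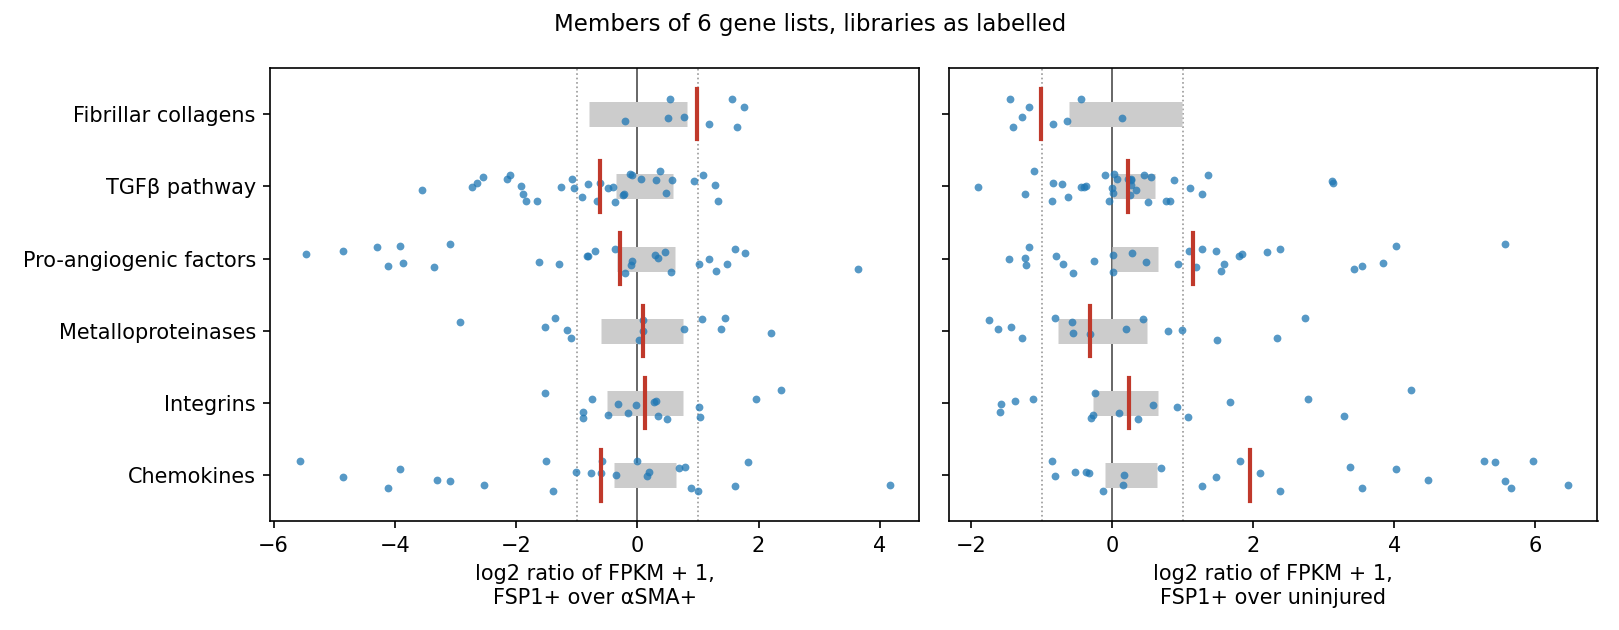
Log2 ratios (FPKM with 1 added) of the measured members of 6 gene lists, for the library labelled FSP1+ over the library labelled αSMA+ (left) and over the library labelled uninjured (right). Each point is a gene, red bars are list medians, grey bands span the middle 95% of the medians of 10000 matched random lists, and dotted lines mark 2-fold. Fibrillar collagens have a median of 0.98 on the left and −1.02 on the right, and pro-angiogenic factors of −0.29 and 1.14.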

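Cell cycle genes were higher in the library labelled FSP1+ than in both other libraries. Genes of RNA and ribosome biogenesis were highest in the library labelled αSMA+. In the paper, proliferation of passaged cells, measured by BrdU, did not differ significantly between FSP1+, αSMA+ and uninjured fibroblasts (Fig. 2f). Of 31 cell cycle genes measured of 46 listed, 25 were at least 2-fold higher in the library labelled FSP1+ than in the library labelled αSMA+ and none was lower (median log2 ratio 1.78, above every random list). Ube2c, which encodes an enzyme of mitotic exit, had an FPKM of 46.9 against 7.92 (log2 ratio 2.43), and Mcm6, of the replicative helicase, of 38.8 against 15.1 (log2 ratio 1.30). Pcna (log2 ratio 0.50) and Cdkn1a, which encodes a cell cycle inhibitor (log2 ratio 0.25), were less than 2-fold apart. Over the library labelled uninjured, 28 of 31 were at least 2-fold higher in the library labelled FSP1+, and so were all 21 endothelial and all 21 macrophage markers and 25 of 26 immediate early and dissociation stress genes. In the library labelled αSMA+, 2 of 28 measured were higher (median 0.02, or −0.48 with TPM). Of 27 genes of RNA and ribosome biogenesis measured of 40 listed, 21 were at least 2-fold lower in the library labelled FSP1+ than in the library labelled αSMA+ and none was higher (median log2 ratio −1.52, below every random list). Ddx21, an RNA helicase of ribosome production, had an FPKM of 11.8 against 88.2 (log2 ratio −2.80), Npm1 of 159 against 433 (log2 ratio −1.44) and Fbl, which encodes fibrillarin, of 45.6 against 167 (log2 ratio −1.85). With the library labelled uninjured in place of αSMA+, a comparison added after the values were seen, this median turned to 0.42. Among metabolic genes, 33 of 67 genes of oxidative phosphorylation were at least 2-fold higher in the library labelled FSP1+ than in the library labelled αSMA+ and 1 was lower (median log2 ratio 0.98, above every random list). Markers of endothelial cells (median 1.94), macrophages (1.39) and pericytes and smooth muscle cells (1.53) rose with the genes of the cell cycle and of oxidative phosphorylation in this comparison. Cox6a1, a subunit of cytochrome c oxidase, had an FPKM of 709.9 against 326 (log2 ratio 1.12). Transcripts of the mitochondrial genome, which encode subunits of the same complexes, went the other way, with 2 of 4 measured at least 2-fold lower and none higher (median log2 ratio −0.83), and mt-Co1 had an FPKM of 1227 against 4407. Of 18 genes of the TCA cycle, 7 were higher and none was lower (median log2 ratio 0.64, percentile 95.5). Of 12 glycolysis genes measured of 18, 3 were higher and 2 lower (median log2 ratio 0.25, percentile 61.4, and near 0 with the ratio taken through the library labelled uninjured). Pkm, the pyruvate kinase of most proliferating cells, had an FPKM of 446.7 against 179 (log2 ratio 1.32). Fewer than 80% of the listed genes of the cell cycle, RNA biogenesis and glycolysis have a symbol here.

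**Figure D2:**
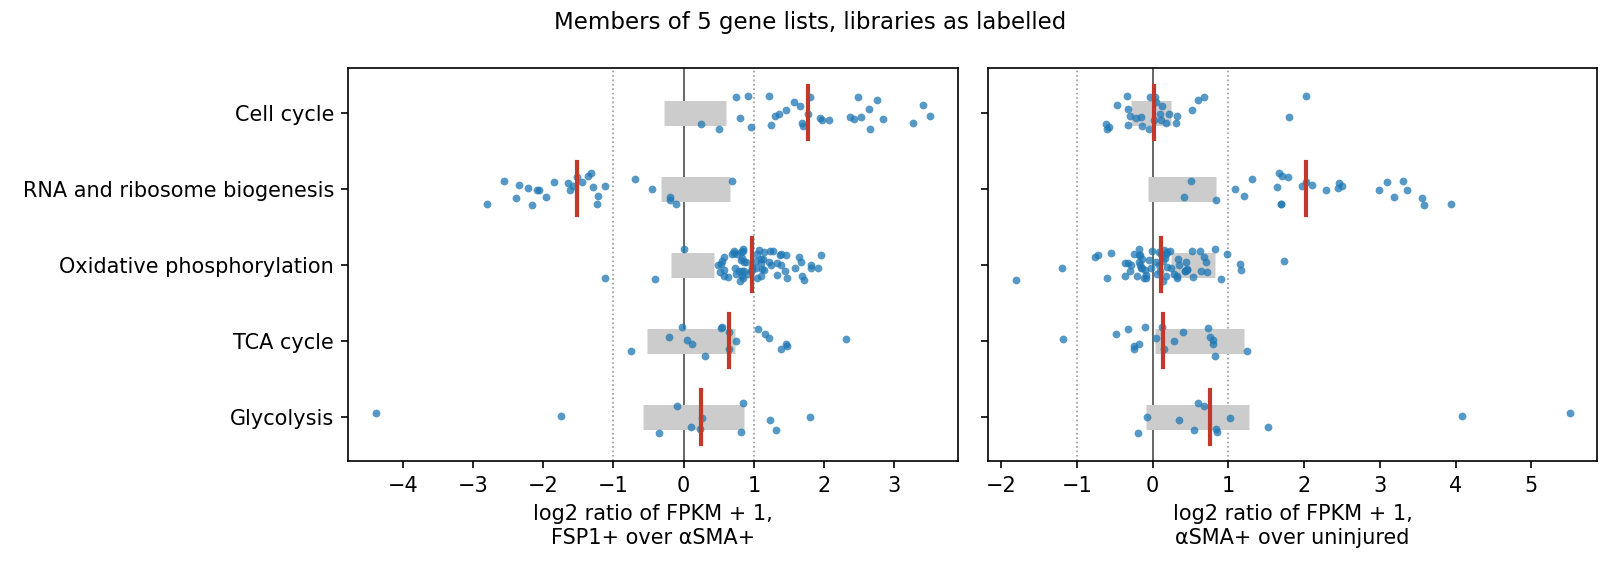
Log2 ratios (FPKM with 1 added) of the measured members of 5 gene lists, for the library labelled FSP1+ over the library labelled αSMA+ (left) and for the library labelled αSMA+ over the library labelled uninjured (right). Each point is a gene, red bars are list medians, grey bands span the middle 95% of the medians of 10000 matched random lists, and dotted lines mark 2-fold. The cell cycle median lies at 1.78 on the left and 0.02 on the right, and that of RNA and ribosome biogenesis at −1.52 and 2.03.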

Cell metabolism, cell cycle, and RNA biogenesis pathways were not significantly changed between the groups and are not reported here. 

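Pro-angiogenic genes were split between the libraries labelled FSP1+ and αSMA+, and contractile genes were higher in the library labelled FSP1+. Of 28 pro-angiogenic factors measured of 40 listed, 7 were at least 2-fold higher in the library labelled FSP1+ and 10 were lower (median log2 ratio −0.29, percentile 3.58, mean −0.90). Vegfb had an FPKM of 23.9 against 6.28 (log2 ratio 1.78), Edn1, which encodes endothelin 1, of 14.5 against 4.54 (log2 ratio 1.48) and Pdgfa of 52.4 against 25.4 (log2 ratio 1.01). Ptgs2, which encodes cyclooxygenase 2, had an FPKM of 15.8 against 743 (log2 ratio −5.47). Over the library labelled uninjured, 15 of the 28 were higher in the library labelled FSP1+ and 4 lower (median log2 ratio 1.14, above every random list). Endothelial markers (median 4.01), macrophage markers (4.10) and immediate early and dissociation stress genes (2.55) rose in the same comparison. For the library labelled αSMA+, 13 were higher and 3 lower (median 0.66, percentile 93.0). Of 13 inhibitors of angiogenesis measured of 18, 3 were at least 2-fold higher in the library labelled FSP1+ than in the library labelled αSMA+ and 2 were lower (median log2 ratio −0.21, percentile 14.7). Among matrix glycoproteins and proteoglycans, 6 of 21 measured were higher and 8 lower (median −0.38, percentile 2.54), with Sparc at an FPKM of 2002 against 708 and Gsn, a fibroblast-rich actin regulator outside this list, at 2426 against 20694. Of 14 fibroblast markers, 3 were higher and 7 lower (median −0.85), and 4 of the 14 are also drawn in Fig. 5. Of 11 markers of activated fibroblasts, 6 were higher and 1 was lower (median 1.15, percentile 99.5), among them Postn, which encodes periostin, with an FPKM of 282 against 84.8. Of 13 contractile genes of myofibroblasts and smooth muscle measured of 20, 11 were higher and none was lower (median 1.54, percentile 99.97). Myh11 had an FPKM of 171 against 30.9, and Cnn1, which encodes calponin 1, of 74.6 against 23.5. Pericyte and smooth muscle markers were higher with them, 11 of 14 by at least 2-fold (median 1.53). The lists share 3 measured genes, without which 8 of 11 pericyte and smooth muscle markers (median 1.35) and 8 of 10 contractile genes (median 1.33) were higher. Fewer than 80% of the lists of pro-angiogenic factors, inhibitors, matrix glycoproteins, activated fibroblast markers and contractile genes have a symbol here. From the array and RNA sequencing together, with genes of angiogenesis, matrix remodeling and adhesion assigned to FSP1+ fibroblasts and genes of matrix synthesis and TGFβ signaling to αSMA+ fibroblasts (Fig. 5b-f), the paper proposes that the subtypes differ in their part in repair.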

Two independent transcriptomic analyses of freshly sorted fibroblast subtypes suggested that FSP1^+^ fibroblasts contributed to a regulatory and pro-angiogenic role whereas αSMA^+^ fibroblasts were drivers of matrix synthesis and scar formation following injury.

**Fig. 5:**
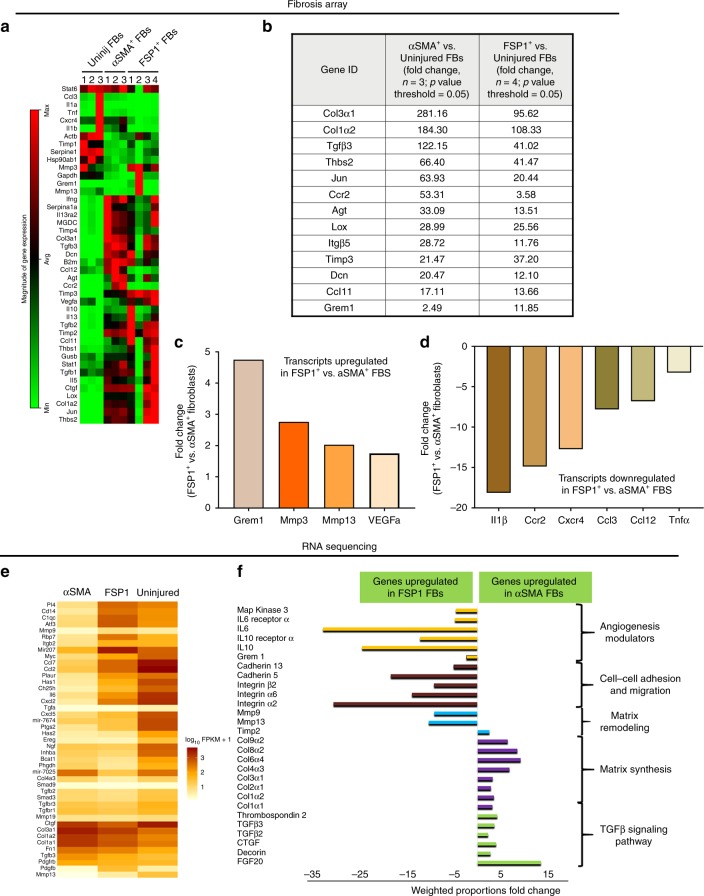
Distinct molecular signatures of uninjured, FSP1^+^, and αSMA^+^ fibroblasts identified by fibrosis array and RNA sequencing. **a** Heat map from fibrosis array representing magnitude of gene expression of genes expressed in freshly isolated uninjured, FSP1^+^, and αSMA^+^ fibroblasts (*n* = 3 for uninjured and αSMA^+^ fibroblasts, *n* = 4 for FSP1^+^ fibroblasts; cell isolation and FACS were performed at least three independent times. For each sorting, cells were isolated from pooled homogenates from three to four injured murine hearts 10 days post MI). FB = fibroblasts **b** Relative fold change of selected highest expressing genes identified by fibrosis array expressed by FSP1^+^ and αSMA^+^ fibroblasts compared with uninjured fibroblasts. **c** Relative fold change of upregulated genes expressed in FSP1^+^ fibroblasts compared with αSMA fibroblasts by fibrosis array. **d** Relative fold change of downregulated genes expressed by FSP1^+^ fibroblasts compared to αSMA^+^ fibroblasts by fibrosis array. **e** Hierarchical clustering (partial heat map representing log_10_ values) of RNA transcript reads per kilobase per million mapped reads for genes with significant differential expression (fold difference > 2, *p* value < 0.05) between uninjured, FSP1^+^, and αSMA^+^ fibroblasts using CLC Genomics Workbench 8.0. **f** Relative fold change of genes representing key pathways identified by RNA sequencing in αSMA^+^ vs. FSP1^+^ fibroblasts. Genes downregulated in αSMA^+^ fibroblasts are mentioned as genes upregulated in FSP1^+^ fibroblasts. KEGG pathway analysis was performed on the RNA sequencing data on DAVID bioinformatics Resource 6.7 platform

### FSP1^+^ and αSMA^+^ fibroblasts respond to pro-fibrotic factors

In response to injury, there is an activation of several growth factor and cytokine signaling, including WNT and TGFβ. Similar levels of TGFβ signaling pathway activation were identified in both αSMA^+^ and FSP1^+^ fibroblasts, assessed through SMAD2 phosphorylation (Supplementary Fig. 9). Both FSP1^+^ and αSMA^+^ fibroblasts responded to WNT3A treatment as assessed by pLRP6 immunoblot. However, the response was much more robust in αSMA^+^ vs. FSP1^+^ fibroblasts. In addition, COL1α1 protein levels were slightly higher in αSMA^+^ fibroblasts than FSP1^+^ fibroblasts in response to WNT3A treatment. These results suggested that these two populations exhibit distinct activation thresholds to common post-injury modulators.

### FSP1 expression is significantly induced by FGF2

αSMA and FSP1 proteins are expressed in injury-induced fibroblasts. Although TGFβ has been a well-documented growth factor which induces αSMA expression in fibroblasts^26^, little is known about the injury mediated triggers that induce FSP1 expression. We tested the effect of multiple growth factors such as TGFβ, WNT3A, PDGF, and FGF2 on their ability to induce FSP1 transcript expression in uninjured fibroblasts by semiquantitative real-time PCR. These growth factors are involved in the multifaceted process of wound repair following injury^3,27–29^. Even though in the presence of WNT3A and PDGF there was a modest increase in FSP1 expression, a significant increase in FSP1 expression was identified only in the presence of FGF2 (Supplementary Fig. 10). Previous reports have identified WNT3A as a trigger for FSP1 expression^30^; however, our data suggest that FGF2 might be an important inducer for FSP1 expression in fibroblasts in the wound microenvironment. Regardless, these identifications do not rule out the complex interplay of multiple signaling cascades in regulating FSP1 expression in fibroblasts.

### FSP1^+^ fibroblasts exhibit a pro-angiogenic protein signature

To validate the relatively higher pro-angiogenic transcriptional signature of FSP1^+^ fibroblasts, we used a multiplex panel of mouse angiogenesis proteome profiler antibody array (R & D) to measure 53 angiogenic analytes from FSP1^+^ vs. αSMA^+^ fibroblast lysates. Significantly increased expression of 14 out of 53 angiogenesis-related proteins were identified in FSP1^+^ fibroblasts including SDF1, CXCL16, Endoglin, Endothelin1, ADAMTS1, IGFBP-2 and -3, PDGF-AA, MMP-3, and Pentraxin-3 (Fig. 6a, Supplementary Fig. 11, and Supplementary Table 1). In contrast, only four angiogenesis-related proteins (DPPIV, osteopontin, serpin E1, and IP-10) were significantly upregulated in αSMA^+^ fibroblasts compared with FSP1^+^ fibroblasts (Fig. 6b, Supplementary Fig 11, and Supplementary Table 1). Several additional angiogenesis-related proteins exhibited a trend towards higher expression in FSP1^+^ vs. αSMA^+^ fibroblasts including VEGF, although the differences were not statistically significant. However, elevated expression of VEGF and GREM1 in FSP1^+^ fibroblasts were confirmed by an independent ELISA, which demonstrated significantly higher levels of secreted VEGF and GREM1 protein in conditioned media obtained from FSP1^+^ fibroblasts compared with αSMA^+^ fibroblasts (Fig. 6c). Moreover, elevated levels of GREM1 protein were also present in cell lysates of FSP1^+^ vs. SMA^+^ fibroblasts (Fig. 6c). In addition to *Grem1*, other pro-angiogenic genes such as *Vegfa, Vegfb, Angpt1*, and *Fgf1* were significantly elevated in FSP1 fibroblasts in comparison with uninjured and αSMA fibroblasts by semiquantitative real-time PCR (Fig. 6d). Altogether, these data indicated a much robust pro-angiogenic phenotype of FSP1^+^ fibroblasts as compared with αSMA^+^ fibroblasts.

**Fig. 6:**
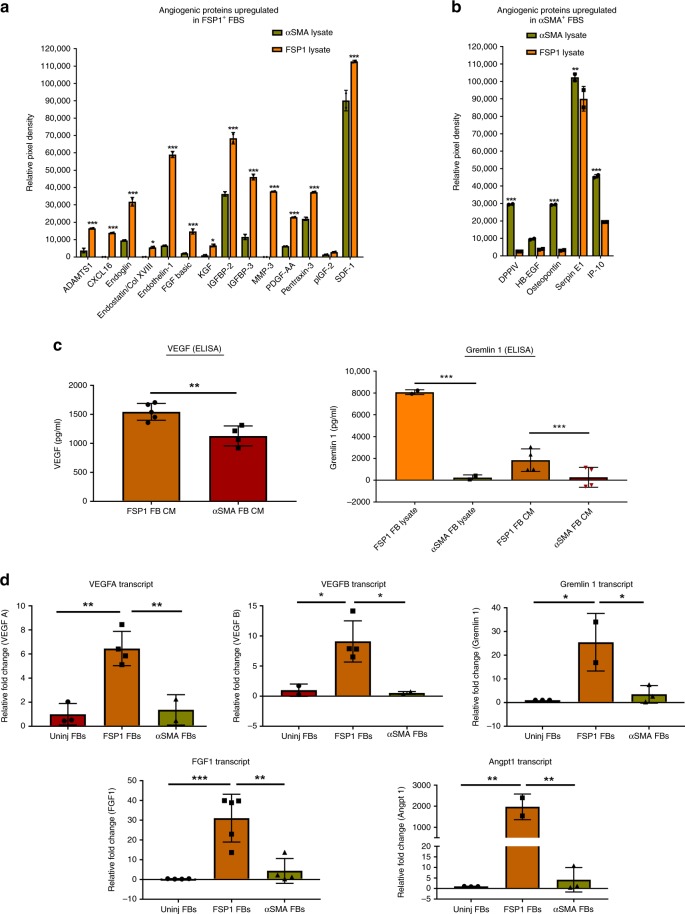
FSP1^+^ fibroblasts exhibit pro-angiogenic protein signature in vitro. **a** Relative pixel density of selected angiogenic proteins significantly high in FSP1^+^ vs. αSMA^+^ fibroblast lysates (P3–P5) identified using mouse angiogenesis proteome profiler array. *p < 0.01 and ***p < 0.0001 were calculated by two-way ANOVA using Bonferroni post-test, *n* = 2 technical replicates were performed; bar represents mean ± SD. **b** Relative pixel density of selected angiogenic proteins significantly high in αSMA^+^ vs. FSP1^+^ fibroblast lysates (P3–P5) identified using mouse angiogenesis proteome profiler array. **p < 0.001 and ***p < 0.0001 were calculated by two-way ANOVA using Bonferroni post-test, *n* = 2 technical replicates were performed; bar represents mean ± SD. **c** (left panel) Quantification of secreted vascular endothelial growth factor (VEGF) by Quantikine VEGF ELISA in the conditioned media (CM) obtained from FSP1^+^ (*n* = 5) and αSMA^+^ (*n* = 4) fibroblasts cultured for 72 h at 37 °C. **p < 0.001 was calculated by unpaired *t* test; bar represents mean ± SD. (Right panel) Quantification of Gremlin 1 by ELISA in cell lysates (*n* = 2) and CM (*n* = 4) obtained from FSP1^+^ and αSMA^+^ fibroblasts cultured (P3–P5) for 72 h at 37 °C. ***p < 0.0001 was calculated by one-way ANOVA; bar represents mean ± SD. **d** Relative fold change of *Vegfa* (*n* = 3 for uninjured, *n* = 4 for FSP1^+^, and *n* = 2 for αSMA^+^ fibroblasts), *Vegfb* (*n* = 2 for uninjured, *n* = 4 for FSP1^+^, and *n* = 2 for αSMA^+^ fibroblasts), *Grem1* (*n* = 3 for uninjured, *n* = 2 for FSP1^+^, and *n* = 3 for αSMA^+^ fibroblasts), *Angpt1* ((*n* = 3 for uninjured, *n* = 2 for FSP1^+^, and *n* = 3 for αSMA^+^ fibroblasts), and *Fgf1* (*n* = 4 for uninjured, *n* = 5 for FSP1^+^, and *n* = 4 for αSMA^+^ fibroblasts) transcripts measured by real-time RT-PCR in uninjured, FSP1^+^, and αSMA^+^ fibroblasts (P0–P5) . *p < 0.01, **p < 0.001, and ***p < 0.0001 was calculated by one-way ANOVA; bar represents mean ± SD

### FSP1^+^ fibroblasts secretome is pro-angiogenic in vitro

The pro-angiogenic gene and protein signature prompted us to assess the effect of FSP1^+^ fibroblast conditioned media (CM) on promoting human umbilical vein endothelial cells (HUVEC) proliferation measured by BrdU incorporation (Fig. 7c) as well as HUVECs assembly (Fig. 7a, b) into interconnected tube like structures on a growth factor reduced matrix (vascular assembly). Both assays are commonly used to demonstrate pro-angiogenic effects. FSP1^+^ fibroblast CM significantly increased HUVEC proliferation (~1.7 fold; *p* < 0.0001) and vascular assembly in HUVECs (137.3 vs. 53.88 branch points/field of view; *p* = 0.0005) compared with no treatment. HUVECs treated with complete endothelial cell growth media (Lonza) were used as positive control. Interestingly, FSP1 protein also increased HUVEC proliferation (~1.34 fold; *p* = 0.0005) and vascular assembly (89.14 vs. 53.88 branch points/field of view; *p* = 0.0005) compared with no treatment, albeit not at the same extent as induced by FSP1^+^ fibroblast CM. The CM generated from the uninjured fibroblasts and αSMA^+^ fibroblast had marginal effect on HUVEC proliferation (Fig. 7f) and vascular assembly (Fig. 7a, b). These results suggested an angiogenesis promoting phenotype of FSP1-expressing fibroblasts which could be partly attributed to FSP1 protein, as previously reported^31,32^.

**Fig. 7:**
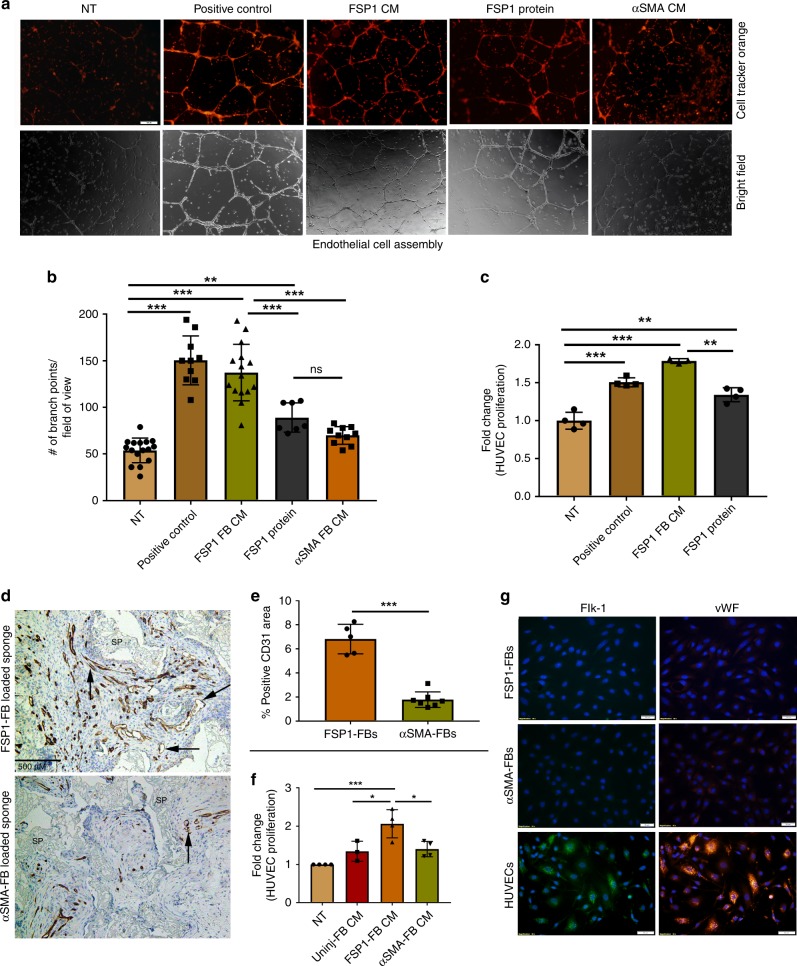
FSP1^+^ fibroblasts are pro-angiogenic in vitro and in vivo. **a** Representative images from an endothelial cell assembly assay using HUVECs treated with conditioned media (CM) collected from fibroblasts (P3–P5) or FSP1 recombinant protein. In the top row, the endothelial cells were stained with cell tracker orange and the second row contains corresponding bright field images (×20). Scale bar = 100 nM. **b** Quantification from the endothelial cell assembly assay based on the number of intersecting branch points per field of view (×10). Data represent an average of HUVEC cell assembly from *n* = 16 for NT, *n* = 10 for positive control, *n* = 15 for FSP1^+^ FB CM, *n* = 7 for FSP1 protein, and *n* = 10 for αSMA^+^ FB CM images from three independent biological replicates; bar represents mean ± SD. **c** BrdU proliferation assay performed on HUVECs (P5) in response to either FSP1^+^ fibroblasts conditioned media (with 0.2% serum; *n* = 3) or FSP1 recombinant protein (10 nM; *n* = 4). HUVECs cultured in full serum (2%; *n* = 4) were used as positive control. **d** Representative images of FSP1^+^ and αSMA^+^ fibroblast soak loaded sponges stained with CD31 to analyze vascular density. SP = sponge matrix, arrows point at positive stain. Scale bar = 500 µM. **e** Vascular density graphed as percentage of immunopositive CD31 area/total tissue area in histologic sections from granulation tissue. Data represent averages of multiple 40× fields from unpaired samples (*n* = 6 for αSMA^+^ fibroblast loaded sponges and *n* = 5 for FSP1^+^ fibroblast loaded sponges). **f** BrdU proliferation assay performed on HUVECs (P5) in response to NT (*n* = 4), FSP1^+^ (*n* = 4), αSMA^+^ (*n* = 4), and uninjured (*n* = 3) fibroblast (P3–P5) conditioned media. **g** Immunofluorescence staining of GFP^+^ FACS sorted fibroblasts (P3–P5) isolated from left ventricle of FSP1-GFP or αSMA-GFP mice indicate that FSP1^+^ and αSMA^+^ cell populations do not express endothelial markers such as vWF or Flk-1 (VEGFR2). HUVECs were used as positive control (*n* = 3). ^ns^*p* > 0.05, *p < 0.05, **p < 0.001, and ***p < 0.0001 was calculated by one-way ANOVA, *n* = 3 experiments were performed; bar represents mean ± SD

### FSP1^+^ fibroblasts are pro-angiogenic in vivo

To test if FSP1^+^ fibroblasts serve as a superior pro-angiogenic subpopulation in vivo, we implanted polyvinyl alcohol (PVA) sponges containing distinct fibroblast subtypes to study the granulation tissue formation. Implantation of PVA sponge discs is a well-established model used to study granulation tissue formation in vivo^33^. Sponges were preloaded with freshly isolated and sorted FSP1^+^ (CD45^−^/CD31^–^) or αSMA^+^ cardiac fibroblasts prior to their subcutaneous implantation beneath the ventral panniculus carnosus in adult mice. The mice were sacrificed on day 14, a time point in which the majority of the granulation tissue is generated by implanted fibroblasts, not by infiltrating host fibroblasts. Sponges were fixed with formalin and embedded for histological analysis to quantify the amount and quality of granulation tissue, vascularity (anti-CD31), and matrix deposition (Masson’s trichrome). Although we did not identify any statistically significant difference between the quality or extent of granulation tissue deposition, there was a striking increase in the percentage of CD31 stained vessels in sponges loaded with FSP1^+^ fibroblasts (6.817% ± 0.5496 SD; *p* < 0.0001) compared with αSMA^+^ fibroblast loaded sponges (1.78% ± 0.2463 SD; Fig. 7d, e). Notably, FSP1^+^ and αSMA^+^ fibroblasts, sorted for implantation, stained negative for endothelial cell markers (VWF and FLK-1), suggesting that the increased vasculature in FSP1^+^ fibroblast loaded sponges was host derived, and not derived from implanted FSP1^+^ or αSMA^+^ cells (Fig. 7g). These data have identified a significantly greater pro-angiogenic reparative role of FSP1^+^ than αSMA^+^ fibroblasts during cardiac healing following injury both in vitro and in vivo.

## Discussion

Fibroblasts are recognized as a heterogeneous population of cells in several organ injury models^5,6,34–36^. Recently, high-throughput single cell transcriptomic studies have identified several fibroblast subtypes in murine kidney and heart as well as in human skin tissues^37–39^. However, a critical gap exists between recognizing the heterogeneity of fibroblast subtypes and identifying/understanding their functional differences and distinct roles on healing and fibrosis^7^. In fact, fibroblasts have been frequently studied as a homogenous entity when considering their functional roles in the injured heart as well as in other tissues^2,40,41^. Though in uninjured organs, Thy1^+^ and Thy1^−^ fibroblast subtypes have designated functional roles which includes differences in their ability to form focal adhesions, cytoskeletal organization and migration^42^, in addition to differential expression of MHC class-II and CD40 expression, cyclooxygenase localization, and cytokine and prostaglandin production^35,43^. Thy1^+^ and Thy1^−^ fibroblasts have been identified in injured (fibrotic) lungs^44^; albeit without further functional characterization. Recently, bulk and single cell transcriptomics were utilized to predict the function of heterogeneous synovial fibroblast subtypes isolated from human rheumatoid arthritis patients^45^. Based on functional assessment, a potentially pathogenic CD34^−^/Thy1^+^ fibroblast subtype was identified in vitro, the role of which needs to be assessed in vivo.

Our goal in the present study is to delineate the functional role of injury-induced activated two fibroblast subtypes in vitro as well as in vivo in order to better understand, target and mitigate fibrosis. Since post-injury-activated fibroblasts are both mediators of fibrosis and repair^2,3^, understanding the functional differences in subpopulations may enable us to modulate detrimental fibrosis more precisely. The use of αSMA-GFP and FSP1-GFP mouse models have enabled us to FACS sort highly purified populations of distinct fibroblast subtypes, while carefully eliminating contaminating myeloid cells by gating where appropriate (i.e., FSP1-GFP). Subsequent immunophenotyping confirmed the absence of contaminating myeloid/hematopoietic and endothelial cell types from our isolated populations of both FSP1 and αSMA fibroblasts. We noted that one limitation of the αSMA-GFP model was that the transgene expression lagged behind the αSMA protein expression following MI, achieving a high degree of concordance (> 90%) at day 10 post injury. As a consequence, we used day 10 post MI for isolating αSMA fibroblasts.

While FSP1^+^ and αSMA^+^ fibroblasts have been reported as distinct fibroblast populations in injured tissues^11–13^ and cancer^15^, no reports to date have elucidated their functional and molecular differences. In this study we have comprehensively evaluated these phenotypes both temporally and in multiple mouse models of tissue injury and in human infarcts. We have confirmed prior studies that FSP1^+^ and αSMA^+^ fibroblast subtypes are indeed distinct populations but also demonstrated that they appeared at different times following injury. FSP1-expressing fibroblasts were present at the wound site earlier than αSMA-expressing cells in three different injury models. We have identified that the FSP1-expressing fibroblast subtype has a predominant role in promoting angiogenesis post injury via multiple approaches, including transcriptomic, phenotypic, molecular, and functional analysis.

The dynamic process of wound healing requires several continuous and overlapping phases which includes an early phase of cellular homeostasis, cell recruitment, and vascularization, and a later phase of re-epithelization and collagen deposition^46^. Fibroblasts, inclusive of all subtypes, have been implicated in immune cell recruitment and vessel formation as well as in collagen deposition and scar formation in both early and late wound healing^2,40,41,47^. However, discrete roles of particular subtypes in regulating these overlapping processes have not been delineated. αSMA myofibroblast activation during the later phase of wound healing has been linked to wound contraction and scar formation to accelerate their progression^40^. Onset of FSP1^+^ fibroblasts during the early phase of wound healing is suggestive of their contribution to immune cell recruitment, cellular proliferation and angiogenesis. Indeed, our transcriptomic data identified the elevation of chemo-attractants and chemokines such as IL-10 and IL-6, as well as MMP-3 and MMP-13 in FSP1^+^ fibroblasts compared with αSMA^+^ fibroblasts. In addition to being involved in injury-induced leukocyte infiltration, the aforementioned cytokines and MMPs have also been implicated in fostering regenerative wound repair and angiogenesis^48–51^. 

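Most chemokine genes that differed were higher in the library labelled αSMA+ than in the library labelled FSP1+. Of 24 chemokine genes measured of 29 listed, 4 were at least 2-fold higher in the library labelled FSP1+ and 10 were lower (median log2 ratio −0.59, percentile 0.27). Ccl2, which attracts monocytes, had an FPKM of 330 against 4997 (log2 ratio −3.92), and Cxcl1, which attracts neutrophils, of 300.2 against 5201 (log2 ratio −4.11). Cxcl12 had an FPKM of 249 against 80.5 (log2 ratio 1.62), and Pf4 of 375 against 203 (log2 ratio 0.88). Mmp3 had an FPKM of 40.2 against 118 (log2 ratio −1.53). Over the library labelled uninjured, 15 of 24 chemokine genes were at least 2-fold higher in the library labelled FSP1+ (median log2 ratio 1.96) and 16 of 25 in the library labelled αSMA+ (median 2.89), and none was lower in either. Immediate early and dissociation stress genes rose in the same comparisons (medians 2.55 and 2.04), and so did macrophage and monocyte markers (medians 4.10 and 3.13).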

Many landmark studies have shown that macrophages are critical players of wound healing and that they do so at least in part by promoting angiogenesis and collagen matrix deposition^52^. Significant work has been done to understand the crosstalk between activated fibroblasts and macrophages during wound repair^53^. However, the role of a specific fibroblast subtype in modulating the early phase of wound healing, which involves immune cell recruitment, has not been explored. Our identification of a sorted FSP1^+^ fibroblast population with a specific gene signature suggests their involvement in leukocyte recruitment, angiogenesis promotion, and regenerative wound healing. Leukocyte crosstalk with unique fibroblast subtype(s) is an underexplored area and will be the focus of future studies.

αSMA-expressing post-injury-activated myofibroblasts are well recognized as a major contributor to matrix deposition, contraction, and scar formation following injury^2,5^. Conversely, FSP1-expressing fibroblasts, although accepted as post-injury-activated fibroblast, are less appreciated for their role in post-injury healing. Other cell types such as hematopoietic and endothelial cells also express the FSP1 protein following injury^8^, creating ambiguity in assigning a specific role to FSP1-expressing fibroblasts. Due to this, FSP1-expressing cells are mostly considered to be of hematopoietic origin with very little attention to a subset of FSP1^+^ cells that are fibroblasts^10^. In the present study, using BMT, we found that the majority of the FSP1^+^ fibroblasts originated at the site of injury and are non-hematopoietic. Freshly sorted non-hematopoietic and non-endothelial FSP1^+^ cells stained positive for fibroblast markers, including MEF-SK4, and negative for pericyte marker AN2/NG2, were ultrastructurally similar to activated fibroblasts, and were able to contract collagen gel similar to uninjured and αSMA^+^ fibroblasts, confirming the fibroblastic phenotype of FSP1^+^ fibroblasts.

In addition, αSMA^+^ and FSP1^+^ fibroblast subtypes proliferated at a similar rate indicating fibroblast heterogeneity is not likely to modulate the post-injury fibroblast proliferation, consistent with work done by others^54^. It is possible that shared molecular mechanism(s) stimulate the activation and proliferation of both fibroblast subtypes. Our observation that both αSMA^+^ and FSP1^+^ fibroblasts respond to pro-fibrotic proteins, TGFβ and WNT3A, supports this argument.

We found that both activated fibroblast subtypes express COL1A1 and periostin. Although, COL1A1 is known to be highly expressed by myofibroblasts, its presence is not unique to fibroblasts and myofibroblasts^55^. Conversely, lineage tracing studies in the damaged heart have shown that periostin is expressed by a majority of myofibroblasts following MI but is not expressed to a similar extent by FSP1^+^ fibroblasts^8,10^. The reason for this discrepancy could be due to the presence of other FSP1-expressing cell types, which may have masked the presence of FSP1-expressing fibroblasts. We excluded other cell subsets in our isolation to obtain an active periostin and MEF-SK4 expressing FSP1^+^ fibroblast population. The presence and functional role of periostin in wound remodeling has been documented^56^ and its presence in the two activated fibroblast subtypes suggests that both FSP1^+^ and αSMA^+^ fibroblasts actively participate in the wound repair and remodeling process. Whereas MEF-SK4 has been shown to be a reliable fibroblast marker irrespective of their activation state^23^.

We took two approaches to identify the transcriptional profiles of these two fibroblast subsets. The fibrosis gene expression array provided a comprehensive and focused view on the gene signature variation involved in the fibrotic process whereas RNA sequencing presented a detailed transcriptional snapshot while confirming the fibrosis array data. Elevated expression of genes involved in matrix synthesis and the TGFβ signaling pathway have been known to be a hallmark of the myofibroblast phenotype^24,25,40^. The cardiac FSP1^+^ fibroblast transcript signature has not been characterized in detail. Expression of matrix synthesis genes to a lesser extent in FSP1^+^ fibroblasts than in αSMA^+^ fibroblasts suggests that the FSP1^+^ fibroblast lacks a strong fibrotic phenotype compared with αSMA^+^ fibroblasts. This premise was supported by the identification that several genes that are involved in promoting fibrosis, such as *Il1b*, *Ccr2*, *Ccl12* (a ligand for *Ccr2*), *Cxcr4*, and *Tnf*, were downregulated in FSP1^+^ fibroblasts in comparison with αSMA^+^ fibroblasts favoring a predominant role of FSP1^+^ fibroblasts in reparative vs. fibrotic wound healing^57–60^.

Fibroblasts contribute to both physiological and pathological angiogenesis^61,62^. While fibroblast activation has been largely focused on the periostin and αSMA-expressing myofibroblast phenotype^2,5^, FSP1-expressing activated fibroblasts were shown to support a pro-angiogenic microenvironment in breast cancer metastasis^63^. According to this report, secreted growth factors expressed by FSP1^+^ cells and ECM proteins played key roles in metastatic colonization. This study supports our findings of the pro-angiogenic role of FSP1^+^ fibroblasts during fibrotic wound healing. Interestingly, the role of FSP1 protein in promoting angiogenesis has been documented by others in tumor angiogenesis^31,32^ but not in wound repair. However, our findings demonstrated that the pro-angiogenic effects of FSP1^+^ fibroblasts observed in vivo and in vitro using their secretome (conditioned media) was more robust than that induced just by recombinant FSP1 protein. These observations suggest that the pro-angiogenic effect of FSP1-expressing fibroblast secretome was due to the combined effects of FSP1 protein itself as well as other factors. Angiogenesis requires the concerted action of multiple cytokines and growth factors^64^ that were evident in FSP1^+^ fibroblasts based upon the angiogenesis proteome array analysis. In addition to *Vegfa* and *Vegfb*, we identified other pro-angiogenic factors, including *Grem1*, *Angpt1*, and *Fgf1*, that were robustly expressed in FSP1^+^ fibroblasts. This indicates a strong pro-angiogenic signature presented by FSP1-expressing fibroblasts. Although VEGFA, VEGFB, ANGIOPOETIN 1, and FGF1 proteins are hallmarks of angiogenesis^65,66^, the significance of GREM1 in promoting angiogenesis has received attention by only a few elegant studies^67,68^. The orchestrated effort of multiple pro-angiogenic factors, including GREM1, in imparting a functional role to FSP1^+^ fibroblasts needs to be explored in future studies. Altogether, both molecular and biochemical data in vitro as well as a wound healing model in vivo suggest a pro-angiogenic phenotype in FSP1^+^ fibroblasts.

We identified two distinct activated fibroblast subtypes in several forms of tissue repair. The FSP1^+^ fibroblast subset appears to play a significant role in promoting angiogenesis and possibly regenerative wound healing. The FSP1^+^ population is distinct from the well-established, injury-activated αSMA^+^ myofibroblasts. The heterogeneity of activated fibroblasts likely reflects the complex nature of organ repair and fibrosis, and it may also explain the failure to develop a robust anti-fibrotic therapy that overlooks such functional heterogeneity. Our studies serve to clarify the functional and molecular uniqueness of two distinct but prevalent post-injury fibroblast subtypes with the hope that greater understanding will lead to improved therapeutic targeting to mitigate fibrosis without altering functions necessary for wound healing.

## Methods

### Animals

Wild-type C57Bl/6 (WT) mice were purchased from Jackson Laboratory (Bar Harbor, ME, http://www.jax.org). GFP-FSP1 and GFP-SMA mice were generous gifts from Drs. William E. Lawson (generated by Dr. Eric Neilson^20^) and Ivo Kalajzic^21^, respectively. This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The Vanderbilt University Institutional Animal Care and Use Committee approved the protocol (Protocol number: M1600076-00). This study complies with all relevant ethical regulations. All experiments were performed using appropriate analgesics and anesthetics, and every effort was made to minimize pain/distress.

### Bone marrow transplantation (BMT)

Unfractionated BM was obtained from C57Bl/6 mice^69^. FSP1-GFP mice were preconditioned with 10 Gy of γ-radiation from a 137Cs source before intraperitoneal injection with 5 × 10^6^ nucleated donor cells obtained from C57/BL6 mice. Recipient mice were given 2 months for recovery and engraftment post transplant before MI was performed.

### Myocardial infarction

MI surgeries were performed at the Cardiovascular Physiology Core at Vanderbilt University Medical Center. For the MI model, mice were anesthetized with sodium pentathol (50 mg/kg) and endotracheal intubation was performed under direct laryngoscopy. Mice were ventilated with a small animal respirator (tidal volume = 1.0 ml, rate = 110 breaths/min). With the use of a surgical microscope, a left thoracotomy was performed. The fourth intercostal space was entered using scissors and blunt dissection. A 7-0 silk suture was placed through the myocardium into anterolateral LV wall (around the left anterior descending artery) and the artery ligated. Each heart was monitored with continuous EKG throughout the procedure to ensure successful infarction. The chest was closed in layers with 6-0 silk and the animal was gradually weaned from the respirator to avoid complicating pneumothorax. Intraperitoneal administration of buprenorphine (0.1 mg/kg) immediately following surgery and every 8–12 h for 72 h post surgery was used as analgesic. Animals were monitored closely for signs of distress and weight loss throughout the study period. Following study completion, or upon distress, animals were euthanized by overdose of isoflurane followed by cervical dislocation.

Human heart tissues were collected from cadavers without MI as well as from cadavers who passed away within 2 weeks post MI. Paraffin blocks of postmortem human heart tissue were obtained from the Vanderbilt Medical Center Tissue Repository through VUMC Cardiovascular Translational and Clinical Research (CLTCR) via IRB approval (Vanderbilt IRB No: 130881). Informed consent was obtained with consent for autopsy to use the postmortem tissues for research in a de-identified manner. Experiments with these tissues were performed in adherence to the relevant ethical guidelines. Patient de-identified paraffin embedded slides of human hearts were generated at Translational Pathology Shared Resource (TPSR) Vanderbilt University Medical Center.

### Cell culture

Human umbilical vein endothelial cells (HUVECs) were purchased from Lonza (C2519A; pooled donor) and were maintained in EBM-2^TM^ (Lonza; CC-3156) media supplemented with EGM-2^TM^ Single Quots (Lonza; CC-4176), fungizone and antibiotics. Human retinal pericytes (Cell Systems ACBRI 183), generous gift from Dr. John Penn’s lab, were maintained in DMEM supplemented with 10% FBS and EGM-2^TM^ Single Quots. Primary murine pulmonary microvascular endothelial cells were isolated and generously shared by Dr. Jin Chen’s laboratory^70^. Primary uninjured, FSP1^+^ and αSMA^+^ fibroblasts were isolated and sorted from murine hearts and cultured in DMEM-F12 with 10% FBS at 37 °C/5% CO_2_. In some experiments, cells (P3–P5) were treated with TGFβ (10 ng/ml; R&D Systems: 240-B-010) or WNT3A (50 ng/ml; R&D Systems: 1324-WN) or PDGFβ (1:1000; Gibco: PHG004), or FGF-2 (25 ng/ml; Prospec: cyt-386) for 24 h.

### Primary fibroblast isolation

Primary mouse cardiac fibroblasts were isolated according to previous protocol^10^. Uninjured C57Bl/6 mice were used to isolate uninjured fibroblasts whereas FSP1-GFP and αSMA-GFP mice were used to isolate and sort GFP-expressing fibroblasts 10 days following MI. In short, mice at least 12-weeks-old were euthanized by overdose of isoflurane followed by cervical dislocation. Heart tissue was dissected to isolate ventricular tissue, which was then placed into Kreba-Henseleit (KHB; Sigma; K3753a) buffer with 2.9 mM CaCl_2_ and 24 mM NaHCO_3_ and quickly minced. The minced tissue was then transferred to a digestion cocktail of 0.25 mg/mL Liberase Blendzyme 3 (Roche Applied Science), 20 U/mL DNase I (Sigma Aldrich), 10 mmol/L HEPES (Invitrogen), and 0.1% sodium azide in HBSS and stirred at 37 °C for 20 min. Cells collected after digestion were passed through 40 μm filter and centrifuged at 400 × *g* for 15 min. To remove red blood cells, cell pellet was resuspended in 1 ml of Red Blood Cell lysis buffer and incubated for 1 min. Following incubation, cells were washed with the KHB buffer and centrifuged at 400 × *g* for 15 min. Cells were resuspended in DMEM-F12 with 10% FBS. For uninjured fibroblast isolation, cells were plated into 6-well dish for separation of fibroblasts by selective adhesion for 4 h. Unattached and dead cells were washed with PBS and fresh media was added to the attached fibroblast for culture. For FSP1 and αSMA-expressing fibroblasts isolation, GFP-expressing cells were sorted by fluorescence assisted cell sorting (FACS) as described in the “Flow cytometry” section.

### Flow cytometry

Isolated αSMA^+^ or FSP1^+^ fibroblasts were flow sorted for green fluorescent protein (GFP) 10 days following MI. Dead cells were excluded by either using 7AAD (Molecular Probes: A13010) or Ghost dye^TM^ violet 510 (13-0870; Tonbo Biosciences). Unstained uninjured fibroblasts were used to set the background signal in the GFP channel post compensation. A gate was drawn to capture all cells producing a larger voltage pulse area than the established background in the GFP channel. GFP^+^ FSP1 cells were gated with APC-CD45 (1:200; BD Bioscience: 559864) and PE-CD31 (1:200; BD Bioscience: 553373) antibodies to exclude FSP1-expressing endothelial and hematopoietic cells. For αSMA-GFP mice, live GFP-positive cells were selected by gating for 7-AAD or Ghost dye^TM^ violet 510-negative, GFP-positive cells.

For analyses, cells were incubated with Fc blocker (purified anti-mouse CD16/CD32 (2.4G2; 70-0161; Tonbo Biosciences) prior to staining with the following antibodies: anti-feeder cells-APC (MEF-SK4) (1:10; Miltenyi Biotec: 130-102-900), anti-AN2/NG2 (1:11; Miltenyi Biotec: 130-097-455), APC-CD45, or PE-CD31 for 30 min 7AAD (1:1000; Molecular Probes: A13010) or Ghost dye^TM^ violet 510 (1:1000; 13-0870; Tonbo Biosciences) were used to exclude dead cells. For unconjugated antibodies, donkey anti-rat alexa fluor 647 (1:100; Abcam: ab175670) secondary antibody was used. Flow cytometry analyses were performed in the VMC Flow Cytometry Shared Resource.

### Concentration of condition media

In total, 1 × 10^6^ FSP1^+^, αSMA^+^, or uninjured primary fibroblast cells (P3–P5) were plated in 10 cm^2^ dishes in DMEM-F12 containing 10% FBS. After cells attached, media was exchanged for DMEM F12 with 0.5% FBS or alternatively with EBM-2 containing 0.2% FBS and incubated at 37 °C for 72 h. Conditioned media (CM) was collected and then concentrated by centrifugation at 3500 × *g* with the help of Amicon Ultra centrifugal filter units (Millipore: UFC900324) for 30 min. Protein concentration was assessed by bicinchoninic acid assay (BCA assay). CM generated in EBM-2 was used to treat HUVECs for proliferation and endothelial cell assembly assays.

### Enzyme linked immunosorbent assay (ELISA)

The Quantikine mouse VEGF ELISA kit (R&D Systems; #MMV00) and Gremlin-1 ELISA kit (Raybiotech # ELM-GREM1) were utilized to quantify VEGF or Gremlin-1 in conditioned media (100 µg/cell type) or cell extracts (50 µg/cell type) of fibroblast subtypes (P3–P5). All assays were performed in triplicate according to each manufacturer’s instructions.

### Angiogenesis protein array

The Proteome Profiler Mouse Angiogenesis Array Kit (# ARY015; R & D) was used to assess the relative levels of 53 mouse angiogenesis-related proteins in 300 µg of FSP1^+^ and αSMA^+^ cell lysates according to manufacturer’s instructions. Angiogenesis Array is a membrane-based sandwich immunoassay. The cells were cultured for 72 h in 0.5% FBS prior to protein collection. Briefly, a cocktail of biotinylated detection antibodies was mixed with cell lysates. The array membrane was then treated with the cell lysate and antibody mixture overnight at 4 °C, washed, and then incubated with streptavidin-HRP. The array membrane is spotted with capture antibodies to specific target proteins. The captured proteins were visualized using chemiluminescence.

### In vitro vascular assembly assay

HUVECS (P5) were serum starved with EBM-2 containing 0.2% FBS overnight, then treated with CellTracker™ Orange CMRA Dye (C34551; Life Technologies) for 1 h at 37 °C. Twenty-four well plates were coated with 150 μl of matrigel (Corning: CB-40230) for 1 h at 37 °C. Following incubation, 3 × 10^4^ HUVECS were seeded into each well with conditioned media collected from either FSP^+^, αSMA^+^, or uninjured fibroblasts. After 16 h, images (×4 and ×10) were taken using an Olympus CK40 inverted microscope through an Optronics DEI-750C charge-coupled device video camera using Cellsens Dimension software. Vascular assembly was assessed by counting the number of intersecting branches^70^.

### Cell proliferation assays

Cell proliferation was assessed by 5-bromo-2′-deoxyuridine (BrdU) cell proliferation assay (Calbiochem, Gibbstown, NJ). Following serum starvation, 2000 HUVECs (p5) or 1000 fibroblasts (P3–P5) were seeded per well in a 96-well plate. Following overnight attachment of cells to plate, media was replaced with fibroblast conditioned media (FSP1^+^, αSMA^+^, and uninjured). In some experiments, HUVECs were treated with 10 nM recombinant mouse S100A4 protein (R&D Systems: 4138-S4-050). BrdU incorporation was assessed by measured absorbance at dual wavelength of 450/595 nm following manufacture’s protocol.

### Repair/granulation tissue stimulation

PVA sponges (Medtronics Merocel (4 mg, 2 mm height, 4 mm diameter)) were soak loaded with freshly sorted 7.5 × 10^5^ primary FSP1^+^ or αSMA^+^ fibroblasts in 20 µl of sterile PBS and were implanted in ventral subcutaneous pockets of adult C57Bl/6 mice. Mice were taken down at day 14 after implantation to remove the sponges. The sponges were cut in half and fixed in 10% neutral buffered formalin for 24 h, embedded cut side down in paraffin and sectioned for immunostaining.

### Histochemistry and morphometry

Sponges embedded in paraffin were sectioned into 5-micron-thick transverse sections for histology. Vanderbilt Translational Pathology Shared Resource performed the immunohistochemistry for CD31 to analyze vascularity with anti-CD31/platelet endothelial cell adhesion molecule-1 (PECAM-1; clone 557355, PharMingen)^69^. Images of CD31 stained sections were obtained with a CoolSNAP Hq CCD camera (Photometrics). Five images from each section were acquired at defined magnification (×40) for vascular density. Each field was quantified using Image J (NIH) by outlining tissue and calculating percentage CD31^+^ area per field.

### Immunofluorescence and immunohistochemistry

Immunofluorescence staining was performed on cells as well as on paraffin embedded tissues. Primary fibroblasts (P0–P1) were seeded and cultured on coverslips until 80% confluent prior to immunostaining. In some cases, uninjured, αSMA^+^, and FSP1^+^ fibroblasts were treated with 10 ng/ml TGFβ for 72 h prior to fixation and immunostaining. Sorted primary GFP^+^/CD45^+^ and GFP^+^/CD31^+^ cells were concentrated on a coverslip by cytospin for immunostaining. Cells were fixed with cold acetone for 15 min and washed three times with PBS. For tissue staining, slides were deparaffinized and hydrated through a series of xylene and ethanol baths. Heat-mediated antigen retrieval was performed by boiling in citrate buffer (pH 6). Slides/coverslips were blocked in 10% goat serum and incubated with primary antibodies overnight. Secondary antibody incubation was performed for 2 h after three washes with PBS. The slides were counterstained and mounted using DAPI in slow-fade mounting media (Invitrogen: P36931). The following primary antibodies were used: Fibroblast-specific protein 1 (FSP1) (1:100; Millipore: 07-2274), α-smooth muscle actin (αSMA) (1:1000; Sigma: A2547), COL1α1 (1:1000; MD Bioproducts: 203002), Periostin (1:100; Santa Cruz: SC67233), Vimentin (1:200; Sigma: V2258), CD31 (1:250; BD Biosciences: 553370), CD45 (1:250; BD Biosciences: 553076), AN2/NG2 (1:100; Invitrogen: MA5-24247), VWF Polyclonal Antibody (Thermo-Fisher; Cat No: PA5-16634), and VEGFR2 (Flk1) SINGLE CHAIN ANTIBODY (Fitzgerald; Cat No: 10R-V106A). The secondary antibodies used were: conjugated goat anti-mouse Alexa Fluor 488 (Molecular Probes: A11029) or goat anti-rabbit-FITC or goat anti-rabbit-Cy3 (Jackson Immunoresearch Laboratories: 711-165-152 or Southern Biotech: 4050-02), goat anti-rat Alexa Fluor 488 or goat anti-rat Alexa Fluor 647 (Molecular Probes: A11006 or; Thermo-Fisher: A21247), or goat anti-chicken-FITC (Jackson Immunoresearch Laboratories: 103-095-155). For confocal analysis, LSM510 (Zeiss) microscope was used to capture 1 µm optical slices (z stack); the images were analyzed using Fiji software. Cells (P0–P1) were used for electron microscopy and pictures were obtained using a Quanta 250 Environmental Electron Microscope.

### Collagen contraction assay

For the gel contraction assay 900 µl of collagen solution (1.67 mg/mL Type 1 rat collagen, 20 mM HEPES, 44 mM NaHCO_3_, 1× DMEM) was mixed with 100 µl cells (3.3 × 10^5^ cells/mL) (P3–P5) for a final concentration of 1.5 mg/mL collagen. The cell/collagen mix was plated in 48-well plate (300 µl, 10^5^ cells/well) and incubated for 15–20 min at 37 °C until gelled. The gel was separated from the walls of the well with the help of a 30G needle. DMEM (600 µl/well) supplemented with 10% FBS and 1 ng/mL TGFβ (R&D Systems, #76666-MB) was added on top of the gels. Plates were scanned at 0, 24, and 48 h.

### Western blot analysis

FSP1^+^ and αSMA^+^ fibroblasts (P3–P5) were serum starved overnight and seeded in DMEM-F12 with 10% FBS at a density of 5 × 10^5^ cells/well in a six-well plate. Cells were washed with PBS and lysed using RIPA buffer supplemented with protease and phosphatase inhibitors (Roche). Cell lysates were rocked for 30 min at 4 °C then centrifuged at 10,000 × *g* for 15 min to collect the supernatant. Protein concentrations were determined using a bicinchoninic acid (BCA) kit (Thermo Scientific). Fifty micrograms of protein was denatured at 95 °C for 10 min in SDS sample buffer before being resolved on SDS-PAGE electrophoresis and transferred onto a nitrocellulose membrane (PerkinElmer). Blots were blocked in 5% nonfat milk and probed with antibodies against collagen type I (MD Bioproducts, #203002), pSMAD2 (Cell Signaling, #3108L), SMAD2/3 (Cell Signaling, #5678S), LRP6 (Santa Cruz Biotechnology, SC-25317), pLRP6 (Cell Signaling, 2568S), or β-actin (Sigma Aldrich, #A5441). Species-specific secondary antibodies were used and chemiluminescence (NEL104, PerkinElmer, Waltham, MA) was detected by autoradiography.

### Semiquantitative real-time PCR

Cells (P3–P5) were snap frozen in Trizol Reagent (Invitrogen, 15596026). Following RNA isolation with the Trizol Reagent, first strand DNA synthesis was performed with 1 µg RNA using iScript cDNA synthesis kit (Bio-Rad 170-8890) and semiquantitative real-time PCR was performed. Each reaction was normalized against 18S. Primers used are listed in Supplementary Table 2 (Table S2).

### RNA sequencing

Fibroblasts were isolated and sorted—described in “Primary fibroblast isolation” section—from uninjured, FSP1-GFP and αSMA-GFP mice. Uninjured FBs were isolated from uninfarcted C57Bl/6 mice^10^. Enzyme digested cells were seeded on tissue culture plate for 4 h. Unattached cells were washed, and plastic-adherent FBs were collected for RNA extraction. FSP1-GFP and αSMA-GFP fibroblasts were sorted by FACS as described earlier. RNA was prepared from freshly sorted fibroblasts with the help of Ambion RNAqueous™-Micro Total RNA Isolation Kit (Life Technologies).

Purified RNA was sent to Vanderbilt sequencing core (VANTAGE), paired end sequencing was performed at 75X depth. Raw data (FASTQ files) were uploaded to CLC Genomic Workbench 8 (Qiagen) and data quality assessment performed. Sequences were aligned to the Grmc38 platform of the *Mus musculus* genome using Tuxedo Suite, followed by normalization (RPKM). Data were annotated using Ensemble Release 83 and quantified at the gene level using CuffDiff. Since replicates were not use, proportional-based statistical analysis was performed using Baggerly’s *t*-test with multiple hypothesis correction. Genes with fold difference of 2 and *p* value < 0.05 were retained for functional analysis. DAVID bioinformatics Resource 6.7 platform was used for KEGG pathway analysis. The RNA-seq data are available at the NCBI GEO database with the accession number GSE130062.

### Fibrosis array

Fibrosis array was performed on freshly isolated and sorted uninjured, FSP1^+^ and αSMA^+^ fibroblasts. RNA was prepared from freshly sorted fibroblasts with the help of Ambion RNAqueous™-Micro Micro Total RNA Isolation Kit (Life Technologies). The first strand cDNA was synthesized with 500 ng of total RNA with the help of RT^2^ First Strand Kit as per manufacturer’s instructions (Qiagen, SABiosciences Corp., Frederick, USA). Samples were diluted with RT^2^ SYBR Green qPCR master mix (SABiosciences Corp.) and pipetted into 96-well Mouse Fibrosis PCR array plates (SABiosciences Corp., Frederick, USA) to perform real time PCR quantification. The assay was performed on a CFX96 Real Time PCR Detection System (Bio-Rad). Each 96-well array plate consists of a panel of 84 genes involved in cardiac fibrosis in addition to house keeping genes and internal controls. Raw data were exported into an excel sheet and analyzed using the integrated web-based automated software available through SABiosciences for PCR Array Data Analysis. Relative gene expression and fold change was calculated by comparative threshold cycle (ΔΔCt) method. A two fold or greater change (*p* value cutoff < 0.05) in gene expression was considered significant.

### Statistical analysis

Statistical significance calculations were performed using unpaired *t* test, one-way or two-way analysis of variances (ANOVA) with Bonferroni correction for multiple-group comparisons using the Prism 7.02 software (Graph-pad prism). *p* ≤ 0.05 was considered significant.

## Supplementary information

Supplementary Information

Peer Review File

Reporting summary

## Data Availability

The RNA-seq data are available at the NCBI GEO database with the accession number GSE130062. The data from the angiogenesis array are deposited on figshare and can be accessed at https://figshare.com/s/1e573d8d31707884f2b8. All other data supporting the finding of this study are available from the authors on request.

How the deposited data were processed for this re-analysis (not part of the article)

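RNA of uninjured, FSP1+ and αSMA+ mouse heart fibroblasts was sequenced, 1 library per group and 3 in all. The authors aligned the reads to GRCm38 with the Tuxedo Suite and quantified genes with Cuffdiff, whose version is not stated. The values deposited by the authors are FPKM, in 3 tables of 31930 entries that each compare 2 libraries and were scaled separately by Cuffdiff. The deposited tables also hold the log2 of the fold between the libraries, a test statistic (a score of Cuffdiff) and p-values and q-values. The deposited p-values come from a test on the reads of 2 libraries, so they compare those libraries and not the conditions, and they are given only as the authors' values. An offset of 0.001 had been added to every FPKM before deposit and was removed. No column of a sample outside the 3 libraries was in the tables.

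The tables name entries by UCSC transcript identifiers and positions, so symbols were assigned by position on GRCm38, from RefSeq genes of GRCm38.p6 and GENCODE M21. An entry was named where it was alone at its locus and its span overlapped a gene by at least 0.8 of their union, with the next gene below 0.7. This named 18396 entries, 15769 of them protein coding, and left 8265 entries that share a locus unnamed. Values of shared loci are given by entry, since the reads cannot be divided between genes there. Of the named entries, 622 hold a small RNA gene on the same strand, which can set the FPKM of the whole entry.

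The measure is the log2 ratio of FPKM with 1 added, among entries with an FPKM of at least 1 in either library, each comparison from its own table. A gene counts as higher or lower where this ratio passes 2-fold. The methods of the paper also use a fold of 2, but together with a p-value under 0.05 from Baggerly's test with multiple hypothesis correction, which was not run here. The number of reads is not in the tables, so no counting interval could be given. Among entries below 0.15 FPKM in both libraries, values lie on steps of a single read, and the ratio of the steps gives the relative depth that the data-and-methods part of the results reports. There are no replicates, so no test between groups, no standard deviation and no adjusted p was computed.

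The 48 gene lists, written before the data were examined, cover genes drawn or named by the paper, matrix, TGFβ, proteolysis, angiogenesis, chemokines, immune response, stress, metabolism, cell cycle, RNA processing and markers of the cell types a heart sort can hold. Each list is summarised by the median log2 ratio of its measured members and the percentile of that median among 10000 random lists of the same size, matched in 20 bins of mean log2 FPKM with 1 added. The percentile describes these libraries and is not a test. It was tested on simulated ratios for FSP1+ over αSMA+ fibroblasts over 11310 named genes. Of 100 lists of 20 genes moved by 1 log2 unit, 86 reached percentile 97.5. Of 100 lists that were not moved, 7 fell outside percentiles 2.5 to 97.5. The simulated ratios were independent between genes and unrelated to expression, and fewer than 10000 random lists were drawn. Members of real lists can move together, so these shares need not hold for them.

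Genes were named in the text by a rule set before the data were examined. It takes genes that the paper names from RNA sequencing or the fibrosis array, S100a4 and Acta2, the 10 highest and 10 lowest ratios of each comparison among genes with an FPKM of at least 1 in both libraries and 10 in either, the 4 most abundant members of each list or any member of a list of up to 12, and the 5 most abundant genes of each library, leaving out small RNA genes. The paper's figures had been seen when it was written. The members of the macrophage and endothelial lists named in a written prediction, and the entries of shared loci, are also given, and Cspg4 was added after the data were seen because the paper reports its protein. The label check uses S100a4 and Acta2, the genes whose promoters drive GFP in the mice.

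The alternatives were a pseudocount of 0.1 or 5, no filter or a filter of 5 FPKM in either or 1 in both libraries, median-centred ratios, TPM, leaving out small RNA genes, entries that Cuffdiff tested, ratios taken through the library that 2 other tables share, a 4-fold threshold, the mean of a list, and the authors' own calls. After seeing the data, entries that hold a small RNA gene were left out, the library labelled uninjured was put in place of αSMA+, the authors' p was adjusted over the genes kept, and folds of the genes of Fig. 5f were taken with nothing added. A count is treated as moved where it changed by more than 1.5 times and a ratio where it changed by more than 0.585 log2 units, and a value of at least 2-fold that changed sign as reversed. The KEGG grouping on DAVID was not analysed here. Computation used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9.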

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

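The tests in this part were set before the results were seen, except that a minimum share of genes with a symbol was dropped afterwards, which added the complement genes, and that the endothelial median without Cdh5 was added afterwards. The paper gives no RNA sequencing values for the gene groups below as a whole. It draws single members in Fig. 5 and describes cell cycle and RNA biogenesis pathways as without significant change. The groups are given because, in lists written before the data were examined, their median log2 ratio over the library labelled uninjured was at least 1 and above the middle 95% of matched random lists. In the library labelled FSP1+, macrophage and monocyte markers had a median of 4.10 (21 of 21 at least 2-fold higher), endothelial markers 4.01 (21 of 21), complement genes 3.97 (5 of 8, 8 of 15 listed having a symbol), immediate early and dissociation stress genes 2.55 (25 of 26), hemoglobin and other erythroid genes 2.55 (4 of 4), cell cycle genes 1.89 (28 of 31), interferon response genes 1.76 (17 of 20), neutrophil markers 1.72 (6 of 10), contractile genes 1.38 (10 of 13) and glycolysis genes 1.26 (8 of 12). In the library labelled αSMA+, complement genes had a median of 3.38 (5 of 8), macrophage and monocyte markers 3.13 (18 of 21), mitochondrial transcripts 2.10 (4 of 4), immediate early and dissociation stress genes 2.04 (21 of 26), RNA and ribosome biogenesis genes 2.03 (24 of 27), endothelial markers 1.99 (18 of 21), cardiomyocyte markers 1.47 (9 of 12) and splicing genes 1.18 (18 of 32). These directions held under each scaling tried. The groups differ in handling and sorting as well as in injury, and the sources of these signals cannot be told apart from 1 library per group.

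Genes that the paper assigns to FSP1+ fibroblasts include Cdh5, Itgb2, Mmp9 and Il10, which endothelial cells or leukocytes also express. Between the libraries labelled FSP1+ and αSMA+ their log2 ratios were 2.41, 0.35, 0.77 and −0.12, so only Cdh5 was at least 2-fold apart. Endothelial cells in the library labelled FSP1+ are a candidate explanation for Cdh5, since the endothelial list had a median of 1.94 and Pecam1, Kdr and Tie1, named with Cdh5 itself before the values were seen, were each at least 2-fold higher. Without Cdh5 the median was 1.94 over 20 markers, 18 of them at least 2-fold higher. Against this explanation stands the sort, which removed CD31+ and CD45+ cells, while Pecam1, which encodes CD31, had an FPKM of 157. Immunofluorescence also stands against it, since sorted cells lacked CD31 and CD45 (Fig. 2d). They also lacked VWF and FLK-1, the product of Kdr (Fig. 7g). The stained cells had been cultured after sorting, whereas RNA was taken from freshly sorted cells. For macrophages the median was 1.39, but of 4 markers named in advance that have a symbol (Csf1r has none) only Lyz2 and C1qa were at least 2-fold higher, and Ptprc (log2 ratio 0.39) and Cd68 (0.62) were not, and the same sort and stain for CD45 bear on macrophages, so this stays open. Of the 21 members of each list, 18 macrophage and 21 endothelial markers also had an FPKM of at least 1 in the library labelled uninjured, and 3 and 2 are drawn in Fig. 5. Expression of these genes by FSP1+ fibroblasts themselves was not tested here.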

How the results depend on the processing

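With 1 library per group, none of these values has a spread, and depth is known only as a ratio between libraries. No paired analysis was possible because the libraries carry no replicates. The alternatives named as added were chosen after seeing the data, and the other alternatives before. Counts in this paragraph are in the order FSP1+ over αSMA+, αSMA+ over FSP1+, FSP1+ over uninjured, uninjured over FSP1+, αSMA+ over uninjured and uninjured over αSMA+, by label, and were 3135, 2376, 2565, 2820, 2924 and 1224. A 4-fold threshold gave 660, 488, 920, 414, 999 and 278. The authors' unadjusted p under 0.05 with a fold of 2 left 517, 441, 679, 241, 942 and 277, and their significant calls left 0, 0, 0, 0, 16 and 2, as did their p adjusted over the genes kept (added). A pseudocount of 5 gave 1629 for the first, 1042 for the second, 1604 for the third, 738 for the fourth and 499 for the sixth, and a pseudocount of 0.1 gave 3627 for the second, 4338 for the fourth and 2011 for the sixth. An FPKM of at least 1 in both libraries gave 1484 for the second and 1276 for the fourth, and an FPKM of at least 5 gave 1389 for the fourth. TPM gave 4295 for the fourth, 1744 for the fifth and 3885 for the sixth, and the ratio taken through the shared library gave 1876 for the fourth. The share of calls higher in the library named first moved with scaling, from 56.9% to 41.2% for FSP1+ and αSMA+ through the shared library, from 47.6% to 33.5% with TPM and 64.2% through the shared library for FSP1+ and uninjured, and from 70.5% to 31.0% with TPM and 55.9% through the shared library for αSMA+ and uninjured. The median over all entries was 0.04, 0.02 and 0.05 in the 3 comparisons, 0.13, −0.24 and −0.48 with TPM, and −0.19, 0.25 and −0.19 through the shared library, so list medians are best read against these. The sign of 18 list medians turned under a scaling, none of them above 0.45 in size. The remaining 53 counts under an alternative stayed within 1.5 times, 4015 values of single genes and 1524 list medians moved by less than 1.5-fold, and 159 values of genes and 87 list medians moved by more. With the library labelled uninjured in place of αSMA+ (added), lists of at least 3 measured genes with a median past 2-fold went from 17 to 26. Medians were followed singly only for the main lists. They went from 0.98 to −1.02 for fibrillar collagens, −0.62 to 0.22 for the TGFβ pathway and −0.29 to 1.14 for pro-angiogenic factors. Glycolysis went from 0.25 to 1.26, and RNA and ribosome biogenesis reversed from −1.52 to 0.42. Among the lists not followed, activated fibroblast markers turned from 1.15 to −1.55 and the genes of Fig. 5e from −1.58 to 2.09. Chemokines turned from −0.59 to 1.96, while endothelial markers stayed above 0 (1.94 and 4.01). Taken as a mean, the pro-angiogenic list had −0.90, and the 3 measured genes that the protein array gave as higher in αSMA+ fibroblasts reversed from −1.10 to 0.14. Acta2 in αSMA+ over uninjured went from −0.30 to −0.93 with TPM. The number of genes of Fig. 5f within 1.5 times of the drawn fold was 4, went to 9 with that library in place (added) and to 16 when nothing was added to the FPKM as well (added), and was 1 through the shared library. Apart from the substitution of a library and the shares that scaling moves, the cause of these changes was not tested.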

Differences from the paper's values

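The substitution of the library labelled uninjured for αSMA+ was chosen after seeing the values, and so were folds with nothing added, while the other alternatives in this part were set before. Fig. 5f of the paper draws folds between αSMA+ and FSP1+ fibroblasts, positive where higher in αSMA+ and negative where higher in FSP1+. Its values were read by eye in Fig. 5f. They are on a scale of weighted proportions, while those here are folds of FPKM with 1 added, between the libraries as labelled. Of the 23 genes of the figure with a symbol here, 12 lay on the drawn side and 11 on the other, and 4 had a fold within 1.5 times of the drawn value (Mapk3, Cdh13, Thbs2 and Dcn). Of 20 genes at an FPKM of at least 1 in either library, 9 lay on the drawn side. Of the genes drawn as higher in FSP1+ fibroblasts, the following differed (Fig. 5f, read by eye). For Il6ra, the paper's fold is about −4.9 and the fold here 1.28. Il6 is drawn at about −33 by the paper and had 14.5 here. The fold of Il10 was 1.09, against about −24 in the paper. For Grem1, the paper's fold is about −2.4 and the fold here −1.09. Cdh5 is drawn at about −18 by the paper and had −5.32 here. The fold of Itgb2 was −1.27, against about −9.2 in the paper. For Itga6, the paper's fold is about −14 and the fold here −3.87. Itga2 is drawn at about −30 by the paper and had 1.86 here. The fold of Mmp9 was −1.71, against about −9.2 in the paper. For Mmp13, the paper's fold is about −10 and the fold here 7.58. Of the genes drawn as higher in αSMA+ fibroblasts, the following differed (Fig. 5f, read by eye). For Col9a2, the paper's fold is about 6.4 and the fold here −1.43. Col8a2 is drawn at about 8.4 by the paper and had −2.70 here. The fold of Col6a4 was 1.22, against about 9.1 in the paper. For Col3a1, the paper's fold is about 3.2 and the fold here −3.12. Col2a1 is drawn at about 2.8 by the paper and had −2.27 here. The fold of Col1a2 was −2.95, against about 3.4 in the paper. For Col1a1, the paper's fold is about 3.2 and the fold here −3.37. Tgfb2 is drawn at about 2.2 by the paper and had 3.58 here. The fold of Fgf20 was 1.34, against about 13 in the paper. Among the alternatives set before the data were examined, a pseudocount of 5 brought Tgfb2 within 1.5 times of the drawn value, and none brought another of these genes within it. With nothing added to the FPKM, an alternative chosen after seeing the values that drops none of the 4 genes within 1.5 times, the fold of Grem1 was −2.32 and within 1.5 times of the drawn value, so that 5 genes were within it by label, while the other 18 were not. Grem1 lies below an FPKM of 1 in both libraries, where the 1 added hides a fold.

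With the library labelled uninjured in place of αSMA+, an alternative chosen after seeing the values, 22 of the 23 genes lay on the drawn side, Itga2 being the exception, and 9 had a fold within 1.5 times of the drawn value, while 2 of the 4 genes within it by label (Mapk3 and Cdh13) dropped out. The number within 1.5 times depends on the 1 added. With nothing added and this library in place, a setting also chosen after seeing the values, 16 of the 22 genes with a fold were within it, among them Mapk3 (−3.18), Mmp9 (−13.1), Mmp13 (−11.4), Col9a2 (4.77), Col6a4 (6.13), Col2a1 (2.02) and Fgf20 (9.87), while Cdh13 dropped out and Grem1, at 0 in the library labelled uninjured, had no fold. With 1 added, the 9 include Cdh5 (−17.7), Itgb2 (−9.78), Col8a2 (6.04), Col3a1 (2.65), Col1a2 (2.74), Col1a1 (2.28) and Tgfb2 (1.81).

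The paper describes fibrillar collagens as raised in αSMA+ over FSP1+ fibroblasts. By label, 4 of 8 measured were at least 2-fold lower in αSMA+ and none was higher. It describes the TGFβ pathway as raised in αSMA+ fibroblasts, and by label 13 of 33 genes were at least 2-fold higher there and 3 lower. It describes Il6, Il10, the Il6 receptor and metalloproteases as raised in FSP1+ fibroblasts. By label, Il6 was 14.5-fold higher in αSMA+ fibroblasts, Il10 and Il6ra were less than 2-fold apart, and 5 of 13 metalloprotease genes were higher in αSMA+ fibroblasts against 4 in FSP1+ fibroblasts. Its discussion gives Mmp3 and Mmp13 as elevated in FSP1+ fibroblasts, and by label both were lower there (log2 ratios −1.53 and −2.92). The heat map of Fig. 5e draws Il6, Ccl2, Cxcl2 and Has1 highest in uninjured fibroblasts and collagen genes highest in αSMA+ fibroblasts. By label, Il6 had a log2 ratio of 7.92 in αSMA+ over uninjured fibroblasts, Ccl2 8.19 and Col1a1 −2.68. The paper gives RNA sequencing as bearing out the fibrosis array. By label, all 4 measured genes of those higher in FSP1+ on the array were at least 2-fold lower in FSP1+, and 3 of 5 of those lower on the array were at least 2-fold higher. With the library labelled uninjured in place of αSMA+, 2 of the 4 were higher and 1 lower, and all 5 of the others were higher. The array gives Col3a1 and Col1a2 as raised over uninjured fibroblasts in both subtypes, and by label they were lower in both, with log2 ratios of −1.40 and −1.46 in FSP1+ and −2.79 and −2.76 in αSMA+ fibroblasts. With the labels of the libraries of αSMA+ and uninjured fibroblasts exchanged, both were higher than uninjured in both subtypes, and of the 9 genes measured of this array group, 4 were at least 2-fold higher and 3 lower in FSP1+, and 3 higher and 1 lower in αSMA+ fibroblasts. The paper describes cell cycle and RNA biogenesis pathways as without significant change. By label, 25 of 31 cell cycle genes were at least 2-fold higher in FSP1+ than in αSMA+ fibroblasts, and 21 of 27 genes of RNA and ribosome biogenesis were at least 2-fold lower, though these are counts by size and not the paper's test.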

Other observations

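The tests of explanations in the last paragraphs of this part were chosen after the results were seen. Interferon response genes were higher in the library labelled FSP1+ than in the library labelled αSMA+, 15 of 20 by at least 2-fold and 1 lower (median log2 ratio 1.61, above every random list). Irf7, a transcription factor of this response, had an FPKM of 106 against 17.5, Bst2 of 375 against 83.3 and Irf1 of 180 against 51.3. Macrophage and monocyte markers (median 1.39, 14 of 21 at least 2-fold higher) and endothelial markers (1.94, 19 of 21) rose in the same comparison. Hemoglobin transcripts were higher too, 4 of 4 (median 2.70), with Hbb-bs at an FPKM of 49.9 against 4.71. Immediate early and dissociation stress genes had a median of 0.59, with 12 of 26 higher and 2 lower. Jun had an FPKM of 899 against 128, while Myc had 72.9 against 462. Neutrophil markers had a median of 0.77, MHC class II genes 0.40 over 3 measured of 7, complement genes 0.23 over 8 of 15, ribosomal protein genes 0.12 epicardial and mesothelial markers 0.51 and Schwann cell and glial markers 0.40 over 4 measured of 10. The groups drawn in Fig. 5f, picked by the paper on these libraries, had medians of −0.24 for angiogenesis modulators (4 measured of 6) and 1.95 for adhesion and migration (5 of 5). Those of matrix synthesis and TGFβ signaling were 1.50 (6 of 8) and −1.88 (3 of 6). That of matrix remodeling, −1.07, lies between 2 measured genes of 3 on opposite sides, Mmp9 higher and Mmp13 lower. Medians were below 0 for cardiomyocyte markers (−0.71, 12 of 19 with a symbol), mitochondrial transcripts (−0.83) and markers of T, NK and B cells (−0.67). So were those of splicing genes (−0.20) and collagen processing and crosslinking (−0.03, or 0.12 with TPM). For the angiogenic genes of the paper's qPCR, −0.79 lies between 2 measured of 5, Vegfb at least 2-fold higher and Vegfa lower. Inhibitors of metalloproteases had −0.77 over 2 measured of 6, and no Timp gene has a symbol here. Of the factors that the paper's protein array found higher in FSP1+ fibroblasts, 7 of 10 were measured, of which 4 were at least 2-fold higher and 1 was lower (median 1.01, percentile 97.4), and Cxcl12 and Edn1 were among the higher. Of those higher in αSMA+ fibroblasts on that array, Dpp4 (log2 ratio −1.10) was higher in the library labelled αSMA+, and Spp1 (4.06) was not.

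Between the libraries labelled αSMA+ and uninjured, the highest ratios were those of Cxcl2, Hmox1, Ccl2, Ccl7, Il6, Cxcl1, Lif, Has1, Ptgs2 and Tnfaip6. Lif, a cytokine of the interleukin 6 family, had an FPKM of 459 against 1.21, and Has1, a hyaluronan synthase, of 981 against 4.24. Among the 18 entries called in the authors' deposited table were Cd14 (FPKM 173 against 3.84) and Cthrc1 (3.45 against 264). Genes higher in the library labelled uninjured included Eln, which encodes elastin, with an FPKM of 79.9 against 1188, and Postn of 101 against 593. Between the libraries labelled FSP1+ and uninjured, C1qc (FPKM 720.1 against 11.0) and Fabp4, a lipid carrier of endothelial cells and macrophages (3542 against 65.0), were among the highest, and Eln (156 against 1373) among the lowest. Fnbp1l, Rab11fip5 and Pdgfra were also among the lowest there, and their entries hold a small RNA gene.

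By label, fibrillar collagens were lower and Il6 higher in αSMA+ than in FSP1+ fibroblasts, against Fig. 5f. The values argue against a scaling factor, which shifts all genes alike. The log2 ratio of Il6 minus the median of the fibrillar collagens in FSP1+ over αSMA+ was −4.84, where Fig. 5f has it above 0. Dilution of fibroblasts by other cells would reach Fig. 5f too, which draws these libraries, so it cannot turn the values against the figure. For the low collagens by label, the values argue against such dilution as the sole cause. The fibroblast list had a median of 0.13 in αSMA+ over uninjured (−0.50 with TPM, where all entries had −0.48), while the fibrillar collagens had −1.85. Of the 14 fibroblast markers, 2 were at least 2-fold higher and 4 lower. Macrophage (median 3.13) and endothelial markers (1.99) rose in the same comparison, so partial dilution of the collagens stays open. An exchange of the labels of the αSMA+ and uninjured libraries, whose sample records carry conflicting numbers, is a candidate explanation, since markers of activated fibroblasts had a median of −1.41 in αSMA+ over uninjured and 22 of the 23 genes of Fig. 5f lay on the drawn side with the library labelled uninjured in place of αSMA+. That share, 95.7%, would be the same if the columns of Fig. 5e and 5f were exchanged and the labels right. These readings cannot be told apart from the tally. Outside it, Col3a1 and Col1a2 were raised over uninjured cells on the array. Uninjured cells, stained after culture, lacked the proteins of Col1a1 and Postn (Fig. 2d). The transcripts of these genes are raised over uninjured in both subtypes only with exchanged labels. The array's Ccr2, Cxcr4 and Ccl12 go against the RNA sequencing under either reading. A difference between the subtypes themselves would show alike in Fig. 5f, so it cannot account for values that go against the figure. Whether the levels of 1 library per group reflect such a difference stays open.

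Acta2 was higher in the library labelled FSP1+ than in the other libraries, whichever of these is taken for αSMA+. Pericytes or smooth muscle cells in the library labelled FSP1+ are a candidate explanation, since their markers had a median of 1.53 over the library labelled αSMA+, with 11 of 14 at least 2-fold higher, among them Mcam (FPKM 76.2 against 7.58) and Myh11, and the gate does not remove such cells. Against it, the paper found no AN2, a pericyte marker, in cultured cells of any group (Fig. 3a, b) and, in its discussion, on freshly sorted FSP1+ cells, although Cspg4, which encodes AN2, had an FPKM of 18.9 in the library labelled FSP1+ (log2 ratio over the library labelled αSMA+ 1.93), and all 14 markers had an FPKM of at least 1 in the library labelled uninjured. An exchange of the labels of the FSP1+ and αSMA+ libraries would put S100a4 lower in the library labelled FSP1+, where its log2 ratio was 1.29. Macrophages, whose markers were higher too, also express S100a4. Further against an exchange, the numbers of the FSP1+ sample record end alike. Of the protein array factors, measured in cultured cells, 4 of 7 higher in FSP1+ were higher by label (1 lower). Of those higher in αSMA+, 2 of 3 were lower in the library labelled FSP1+ and 1 was higher. The fibrosis array of freshly sorted cells goes with an exchange. All 4 measured genes that it gave as higher in FSP1+ were at least 2-fold lower by label. Of those it gave as lower, 3 of 5 were higher and none was lower. The genes of Fig. 5f give no ground for this exchange, which would only turn round the 12 on the drawn side and 11 on the other. With the FSP1+ label kept and the library labelled uninjured in place of αSMA+, 22 of 23 lay on the drawn side. An exchange made before both the figure and the deposit would not show in this tally, so it stays open. A contractile state of FSP1+ fibroblasts was not tested here. In the paper, cultured FSP1+ fibroblasts contracted collagen gels about as much as uninjured and αSMA+ fibroblasts (Fig. 2f). They did not gain αSMA when cultured with TGFβ (Fig. 4a, b).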
